# Targeting lymphatic vessels enhances bone regeneration by augmenting osteoclast activity in mouse models of amputation

**DOI:** 10.1172/JCI191906

**Published:** 2026-02-02

**Authors:** Neda Vishlaghi, Trisha K. Ghotra, Monisha Mittal, Ji Hae L. Choi, Sneha Korlakunta, Mingquan Yan, Janna L. Crossley, Danielle Griswold-Wheeler, Elnaz Ghotbi, Conan Juan, Shiri Gur-Cohen, Babak Mehrara, David A. Brown, Michael T. Dellinger, Lindsay A. Dawson, Benjamin Levi

**Keywords:** Bone biology, Vascular biology, Osteoclast/osteoblast biology

## Abstract

Although mammals generally demonstrate limited regenerative capacity compared with amphibians, the digit tip retains remarkable regenerative potential, providing a useful model to study successful mammalian regeneration. This process involves coordinated immune cell activity, vascular remodeling, and tissue reconstruction, yet the molecular checkpoints controlling regenerative versus fibrotic outcomes remain poorly understood. In mammals, regeneration of the digit tip (P3) proceeds through myeloid cell migration, early osteoclast-mediated osteolysis of the distal bone, and subsequent blastema-mediated regeneration. Here we test the hypothesis that lymphatic vessels regulate regenerative capacity by modulating local immune cell dynamics and osteoclast function. Using a lymphatic system–specific reporter line, we discovered that lymphatic vessels grow toward the nail region from the ventral side of the digit during quiescence and after amputation. These lymphatics closely surround, but do not invade, the native or regenerated bone. Unexpectedly, genetic, pharmacological, and surgical inhibition of lymphangiogenesis accelerated early osteolysis through enhanced transition of myeloid cells to osteoclasts, resulting in faster and more robust regeneration. These findings reveal a mechanism linking lymphatic vessel, immune regulation, and bone remodeling, suggesting that targeted manipulation of lymphatics dynamics may enhance regenerative outcomes after musculoskeletal injury.

## Abstract 2

Mammals have limited regeneration, restricted to the digit tip. Researchers found, reducing lymphatic vessels accelerates bone breakdown and enhances regeneration, revealing a potential therapeutic target.

## Introduction

Tissue regeneration — the complete restoration of lost structures after injury — varies dramatically across species (1–3). While some animals can regenerate entire limbs, mammals typically heal through scarring, with one notable exception: the fingertip. Both mice and humans can regenerate the distal portion of the terminal phalanx (P3) but fail to regenerate more proximal injuries (4–7). This spatial restriction creates a unique experimental model — amputation at different levels of the same digit produces either regeneration (distal P3) or scarring (distal P2), allowing direct comparison of these healing outcomes (4, 8–18).

The regenerative response follows a defined sequence: Initial inflammation triggers osteoclast-mediated bone breakdown (osteolysis), which releases signals promoting blastema formation and ultimately new bone growth through intramembranous ossification (12, 19, 20). This process requires precise regulation of immune responses, vascular remodeling, and stem cell activation, serving as a model for successful mammalian regeneration. Although angiogenesis and osteogenesis are well studied, the roles of lymphangiogenesis and osteolysis remain largely unexplored.

The early phase of digit regeneration involves extensive tissue remodeling, with osteolysis playing a key role. Following P3 amputation, osteoclast activity increases to resorb existing bone, creating space for mesenchymal progenitors to form a blastema and regenerate new bone (21–23). The blastema, a hallmark of regeneration, is an undifferentiated cell mass that drives reconstruction of lost bone, skin, and soft tissue (4, 5, 12, 24–28). Importantly, blastema size is positively correlated with the extent of osteolysis (20). More extensive osteolysis results in a larger blastema, while reduced osteolysis leads to a smaller blastema (29). The link between osteolysis and regeneration suggests that early tissue breakdown may drive regenerative capacity. In contrast, osteoclast activity is reduced in non-regenerative P2 amputations compared with the robust response seen in regenerative P3 digits, suggesting that diminished osteoclast function may underlie failed regeneration in P2 (11).

The vascular environment represents a key distinction between regenerative and non-regenerative healing. In regenerative digit blastema, endothelial cell numbers are reduced, and oxygen tension fluctuates, including a transient hypoxic phase essential for regeneration (12, 30–32). Similarly, salamander limb regeneration exhibits reduced vascularity, suggesting the importance of a temporary avascular phase (33, 34). In contrast, non-regenerative mammalian wound healing involves rapid angiogenesis and dense granulation tissue (35).

Although blood vessel remodeling has been well studied, lymphatic vascularization, driven by the sprouting and migration of lymphatic endothelial cells (LECs), remains poorly understood (36). Lymphatic vessels regulate immune cell trafficking and tissue homeostasis through VEGF-C, VEGF-D, and their receptor VEGFR3, which promote LEC proliferation, migration, and tube formation (37–40). Recent studies have reported conflicting findings regarding the presence of lymphatics in bone during homeostasis and after injury (41–48). However, no studies have defined the spatial and temporal distribution of lymphatics in the uninjured or regenerating digit tip. Beyond fluid homeostasis, lymphatic vessels regulate immune cell dynamics (49, 50). Myeloid cells coordinate inflammation and regeneration via signaling pathways that restore tissue (29). Osteoclasts, derived from this lineage, are modulated by immune trafficking and signaling (26, 27)

Myeloid cells are essential for regeneration, as macrophage depletion in fracture and P3 amputation models reduce osteolysis and impair bone repair (20, 51–53). While enhancing early osteolysis has rarely been tested, loss of lymphatic drainage causes F4/80^+^ macrophage accumulation and inflammation-driven bone loss (54). Conversely, VEGF-C overexpression expands collecting lymphatics, improves drainage, and limits alveolar bone loss (45). How lymphatics regulate myeloid and osteoclast populations, and when lymphangiogenesis can be targeted to enhance digit regeneration, remains unknown.

In this study, we tested the hypothesis that lymphatic vessels regulate regenerative outcomes by modulating immune cell dynamics and osteoclast function. Using *Prox1-eGFP* reporter mice (55, 56), we mapped lymphatic vessel formation after digit amputation and found ventral expansion both before and throughout regeneration. Contrary to reports of lymphatics within bone (46), our data showed vessels surrounding but not penetrating bone. Genetic, pharmacologic, and surgical inhibition of lymphangiogenesis increased RANKL^+^ T cells and monocyte-to-osteoclast transition, enhancing early osteolysis and accelerating regeneration. These results reveal a lymphatic/myeloid/osteoclast axis and identify strategies to enhance digit regeneration.

## Results

### Lymphatic vessels maintain strict anatomical boundaries during quiescence and regeneration.

To investigate lymphatic vessel dynamics during digit regeneration, we first examined lymphatic orientation in the P3 digit tip using *Prox1-eGFP* reporter mice. To validate lymphatic identity, we immunostained uninjured digits for LYVE1 (lymphatic vessel endothelial hyaluronan receptor 1) and PDPN (podoplanin), confirming triple-positive (GFP^+^LYVE1^+^PDPN^+^) lymphatic vessels (55–57). Lymphatic expansion was confined to the ventral side, extending along the P3 bone and wrapping around the tip (Figure 1, A and B). While closely associated with bone, no lymphatic vessels were detected within the P3 bone itself (Figure 1, A and B, and Supplemental Figure 1, B and J; supplemental material available online with this article; https://doi.org/10.1172/JCI191906DS1).

### Ventral restriction of lymphatic vessels persists throughout regeneration.

Recent studies suggest that dorsal-ventral patterning is not consistently preserved during digit regeneration (58–61). To determine whether lymphatics retain ventral localization, we performed P3 amputations in *Prox1-eGFP* reporter mice and co-stained for LYVE1 and PDPN at key regenerative stages. Lymphatic vessels remained confined to the ventral side of the digit, extending to the bone tip during regeneration (Figure 1, C–H, and Supplemental Figure 1, C–I).

Temporal analysis revealed distinct lymphatic distribution patterns during regeneration. At the wound-healing stage (3–7 days postamputation [DPA]), lymphatics localized mainly to the ventral fat pad and the P3 and fat pad interface (Supplemental Figure 1, C and D). This ventral pattern persisted through blastema formation (10–14 DPA) and early bone regeneration (21–28 DPA) (Figure 1, C–F, and Supplemental Figure 1, E–H). By late regeneration (35 DPA), lymphatics extended to the tip of the regenerated P3 bone, resembling uninjured digits (Figure 1, G and H, and Supplemental Figure 1I). Cross sections confirmed ventral localization and absence of lymphatics within cortical bone, consistent with prior reports (Supplemental Figure 1J) (41–45, 47, 48).

### Enhanced osteoclast activity distinguishes regenerative P3 from non-regenerative P2 digits.

We first performed gene expression analysis using a published scRNA-Seq dataset (GSE135985) to compare fibrotic P2 and regenerative P3 amputation at 10 and 14 DPA (Figure 2, A and B). Given that lymphatics regulate myeloid cell trafficking, we hypothesized that differences in myeloid cell fate contribute to divergent healing outcomes. We therefore analyzed the expression of genes associated with myeloid cell fate after fibrotic P2 and regenerative P3 amputations. Several studies have identified specific signaling molecules that influence myeloid cells, osteoclast activity, and tissue remodeling, indicating that osteoclasts are essential for bone resorption, a crucial step in remodeling and regeneration (12, 25, 29).

Our comparative analysis revealed striking differences in osteoclast-related gene expression between P2 and P3 amputation. scRNA-Seq analysis of osteoclastogenesis markers in myeloid cells revealed that the P3 amputation had significantly higher expression levels of major osteoclast markers such as *Ctsk*, *Mmp9*, *Acp5*, and *Atp6v0d2* compared with P2 amputation during regeneration (Figure 2C). We calculated the osteoclast score using the average expression levels of selected genes (Supplemental Table 1), which revealed a significantly higher osteoclast signature in P3 tissue compared with P2 (Figure 2D).

To examine osteoclast differentiation dynamics, we performed cell trajectory analysis, which organizes cells along a pseudo-temporal axis within monocyte, macrophage, and osteoclast cell clusters. Data revealed clear progression toward mature osteoclasts in P3 compared with P2. The trajectory highlights active cell state transitions in the regenerative microenvironment, from monocytes to osteoclasts in P3 amputation (Figure 2, E and F, and Supplemental Figure 2, A and B). To validate these transcriptional findings, we performed tartrate-resistant acid phosphatase (TRAP) staining around 8 DPA, which showed more TRAP^+^ cells in P3 than in P2 (Supplemental Figure 2, C and D). Collectively, these data demonstrate that higher osteoclast activity may be critical for digit regeneration.

*Pharmacologic VEGFR3 inhibition reduces lymphatic vessel formation*. Based on our observation that increased osteoclastogenesis correlates with enhanced regeneration, we next tested whether we could enhance P3 regeneration by further augmenting the osteolysis phase. Since VEGFR3 is one of the key receptors necessary for lymphangiogenesis, we first implemented pharmacologic VEGFR3 inhibition by dietary administering of SAR131675, 30 mg/kg, food (62–64). Immunofluorescence staining for the lymphatic markers PROX1 and LYVE1 was performed to identify double-positive lymphatic vessels (Figure 3A). The quantification revealed fewer lymphatic vessels in the SAR131675-treated group at both 5 DPA (*P* = 0.1657) and 8 DPA (*P* = 0.0031) (Figure 3B). CD31 staining showed no significant difference in blood vessel density between control and SAR131675-treated groups at 5 DPA (Supplemental Figure 3, A and B).

### VEGFR3 inhibition accelerates osteolysis and enhances regeneration.

Having confirmed that SAR131675 effectively reduced lymphatic vessels, we next assessed all phases of P3 digit regeneration by micro-CT (micro-computed tomography) (Figure 3C). At 5 DPA, there was no significant difference in bone volume between the groups (Figure 3, C and D; *P* = 0.0583). However, by 8 DPA, SAR131675-treated samples exhibited an enhanced osteolytic phase resulting in slightly reduced bone volume compared with vehicle controls (Figure 3, C and D; *P* = 0.1047). This trend of enhanced osteolysis persisted until 12 DPA, when we observed a significant decrease in bone volume (*P* = 0.0029) (Figure 3, C and D).

Importantly, this enhanced early osteolysis was followed by more robust regeneration. By 21 DPA (*P* = 0.0328), higher bone volume was observed in the treated group, suggesting a resolution of the enhanced osteolytic phase and the onset of enhanced bone formation (Figure 3, C and D). This enhanced regenerative response continued, with increased bone volume observed at 28 DPA (*P* = 0.0384) and 42 DPA (Figure 3, C and D; *P* = 0.0042). Using Masson’s trichrome staining, we confirmed our micro-CT finding that SAR131675 treatment increased osteoid formation (*P* = 0.0004) (Supplemental Figure 3, C and D). These data suggest that blocking VEGFR3 expedites the osteolysis phase as well as the overall regenerative process.

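For this experiment, the authors profiled digit tissue by droplet-based scRNA-Seq (10x Genomics 3' chemistry), in which each captured transcript carries a unique molecular identifier (UMI). There were 2 libraries, 1 from mice on chow with SAR131675, an inhibitor of VEGFR3, at 30 mg/kg and 1 from mice on control chow, each made from the digits of 10 mice. The text places these samples at 8 DPA, whereas the legend of Figure 4A gives 5 DPA. The methods start the chow 5 days before amputation, and the sample labels record a diet of 8 days. With 1 library per condition, and each library a batch of its own in the labels, batch and treatment cannot be told apart and no difference between the libraries has a replicate check. The authors deposited raw UMI counts per gene and cell barcode from Cell Ranger 8.0.1, with 585284877 UMIs over 38464 barcodes for SAR131675 and 448276501 UMIs over 30831 barcodes for the control diet. The limits that the methods state for the LNR data were applied here too, which keep cells with at least 200 genes, at most 10% mitochondrial UMIs, at most 5500 genes and at most 30000 UMIs. They kept 29076 SAR131675 cells with a median of 11316 UMIs and 24030 control cells with a median of 10712 UMIs. The limit of 5500 genes alone was exceeded by 15.1% of SAR131675 barcodes and 12.9% of control barcodes. Both libraries were clustered together by the Leiden method at resolution 0.7, without the genes of Supplemental Table 1, and clusters were named by marker genes as, for example, LEC-like. Doublets were left in, since the methods name no step for them. Gene levels are UMIs summed over the cells of a class and scaled to the summed UMIs of those cells (CPM). Intervals for them are exact 95% Poisson intervals, those of shares of cells are exact 95% binomial intervals (Clopper-Pearson), and those of log2 ratios are exact and condition on the summed counts. All of them cover counting error only. No p-value was computed, because cells of a single library are not replicates.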

To understand the cellular mechanisms underlying enhanced regeneration, we performed scRNA-Seq on digit tissues treated with SAR131675 compared with controls (Supplemental Figure 3, E and F). 

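The LEC-like cells were 1 cluster led by Ccl21a, Mmrn1, Prox1 and Reln, with 246 cells from the SAR131675 library and 257 from the control library. Flt4 (ENSMUSG00000020357), which encodes VEGFR3 and was used neither to form nor to name the clusters, was at 468 (435 to 503) CPM in the LEC-like cells of the SAR131675 library, from 754 UMIs. In the control library it was at 529 (495 to 565) CPM, from 897 UMIs, a log2 ratio of -0.18 (-0.32 to -0.035). The alternative that moved this ratio most took all kept cells in place of LEC-like cells and gave -0.53, an alternative added after the values were seen. With cells called doublets removed the ratio was -0.036, with an interval that included 0. Of the lymphatic genes that also served to name the cluster, Lyve1 (ENSMUSG00000030787) had a log2 ratio of -0.20 (-0.26 to -0.13), from 2007 CPM against 2301 CPM, and Prox1 (ENSMUSG00000010175) had one of 0.25 (0.16 to 0.34), from 1260 CPM against 1058 CPM. For Pdpn (ENSMUSG00000028583), at 236 CPM against 219.9 CPM, a difference was not detectable at this depth. The lymphatic score was the mean log-normalized expression of the 30 lymphatic genes of Supplemental Table 1 minus that of control genes of similar expression. It was 1.25 (SD 0.334 over cells) in SAR131675 and 1.23 (SD 0.369 over cells) in the control diet, a difference of 0.0233. That difference changed sign under 4 of 11 alternatives, to -0.00223 without upper limits on genes and UMIs, -0.0671 with cells defined by UMIs of at least 2 of 6 LEC markers, -0.0165 with every cell thinned to 1500 UMIs and -0.00645 over all kept cells. The cells defined by markers numbered 571 and 532, with mean scores of 0.564 and 0.631. Many of them lay outside the LEC-like cluster, so that value also depends on how many other cells were taken in. Of the 30 genes, 18 had a higher and 12 a lower CPM in the LEC-like cells of the SAR131675 library, whereas 6 were higher and 24 lower over all kept cells, a measure that also depends on the share of LEC-like cells. In LEC-like cells, their median log2 ratio of 0.11 was at percentile 97.6 among 10000 random lists matched on expression, which describes these libraries only.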

Our data verified a lower expression of the *Flt4* gene within the SAR131675-treated group (Figure 3E), along with reduced expression of lymphatic-associated genes and a lower lymphatic score (65, 66) which confirms the presence of fewer LECs in the tissue following SAR131675 treatment (Figure 3F and Supplemental Table 1). Moreover, the expression levels of genes associated with osteoclastogenesis within myeloid cell clusters were elevated following VEGFR3 inhibition (67, 68) (Figure 3G and Supplemental Table 1). These findings suggest that VEGFR3 inhibition decreases lymphatic-related gene expression and shifts the microenvironment to favor osteoclastogenesis.

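Myeloid cells were the macrophage-like cluster and a cluster with neutrophil, monocyte and dendritic cell markers, together 1434 cells in SAR131675 and 1016 in the control diet. The osteoclast score over the 30 osteoclastogenesis genes of Supplemental Table 1 was 0.201 (SD 0.135 over cells) and 0.217 (SD 0.140 over cells), respectively. The difference of -0.0163 kept its sign under all 12 alternatives, with values from -0.0216 without upper limits to -0.00183 over all kept cells, which moved it most. It also depends on the mix of cells, with 820 SAR131675 and 655 control macrophage-like cells against 614 and 361 of the other cluster. In the repeat clustering of immune cells described below, mean scores were 0.239 to 0.283 in macrophage-like groups and 0.0558 in neutrophil-like cells. Without neutrophil-like cells the difference was -0.0149, and a score in macrophage-like cells alone was not computed. Summed over all these myeloid cells, 16 of the 30 genes had a higher and 14 a lower CPM in SAR131675, with a median log2 ratio of 0.0054 at percentile 75.1 among matched random lists, and over all kept cells 14 were higher and 16 lower. Mmp9 (ENSMUSG00000017737) had 346 UMIs in SAR131675 and 165 in the control diet, a log2 ratio of CPM of 0.54 (0.27 to 0.82). The log2 ratio was 0.20 (0.090 to 0.31) for Ctsk (ENSMUSG00000028111), 0.42 (0.22 to 0.62) for Acp5 (ENSMUSG00000001348) and 0.60 (0.18 to 1.03) for Atp6v0d2 (ENSMUSG00000028238). A large part of these sums came from very few cells. The 4 SAR131675 and 2 control myeloid cells with UMIs of at least 4 of 7 osteoclast markers, which include these 4 genes, held 69.4% and 43.1% of the Acp5 UMIs and 50.7% and 39.6% of the Ctsk UMIs. They held 63.6% and 43.5% of the Atp6v0d2 UMIs and 48.0% and 27.3% of the Mmp9 UMIs. Without the 2 cells in each library that had UMIs of at least 2 of Ocstamp, Dcstamp and Calcr, the log2 ratio was -0.036 for Mmp9, -0.65 for Ctsk, -0.32 for Acp5 and -0.68 for Atp6v0d2. This removal took a larger part of these UMIs from the SAR131675 library than from the control library. Cells with several osteoclast markers may remain in the control library, so the negative ratios do not show lower levels in other myeloid cells. In the macrophage-like cells alone, the log2 ratio was -0.11 (-0.27 to 0.053) for Ctsk and -0.15 (-0.52 to 0.22) for Acp5. It was 0.24 (-0.43 to 0.92) for Atp6v0d2, and Mmp9 had 8 UMIs in SAR131675 and 0 in the control diet. Acp5 was not specific to myeloid cells, with 46.4 CPM in keratinocyte-like cells of the SAR131675 library and 46.7 CPM in those of the control library. From lower lymphatic gene expression and higher expression of osteoclastogenesis genes after VEGFR3 inhibition, the paper proposes that the microenvironment shifts to favor osteoclastogenesis.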

To validate that enhanced osteolysis resulted from increased osteoclast activity, we performed TRAP staining on P3 bone sections at critical osteolysis time points: 5 and 8 DPA (Figure 3H). Quantitative analysis confirmed significantly higher bone erosion at 5 DPA (*P* = 0.0005) and 8 DPA (*P* < 0.0001) (Figure 3I) and an increase in osteoclast numbers (*P* = 0.0291) (Figure 3J). These results indicate that therapeutic inhibition of VEGFR3 during P3 regeneration enhances early osteolysis and promotes bone regeneration.

### VEGFR3 inhibition alters immune cell dynamics and promotes myeloid cell osteoclast differentiation.

To elucidate how reduced lymphatic function enhances osteoclastogenesis, we next characterized the myeloid cell populations following digit amputation treated with SAR131675. We analyzed changes in cell numbers using scRNA-Seq data from SAR131675- treated and control samples at 8 DPA. Our analysis verified that there was a reduced number of LECs in the VEGFR3 inhibitor–treated group; however, there was an increased number of monocytes and macrophages following VEGFR3 inhibition (Figure 4A, black arrows).

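LEC-like cells made up 0.846% (0.744% to 0.958%) of the kept cells in SAR131675 and 1.07% (0.943% to 1.21%) in the control diet, a log2 ratio of shares of -0.34 (-0.60 to -0.080). All 9 alternatives gave a negative ratio whose interval excluded 0, and the one that moved it most, the share of cells that are not keratinocyte-like, gave -0.43. Monocytes formed no cluster of their own among all cells. After the immune clusters were clustered again, a step chosen after the data were seen, a monocyte-like group led by Plac8, Cybb and Ccr2 held 116 SAR131675 cells and 77 control cells. These were 0.399% and 0.320% of the kept cells, with a log2 ratio of 0.32 (-0.11 to 0.75), so a difference was not detectable at this depth. The ratio was 0.76 with cells called doublets removed and 1.63 with each library clustered alone, both with intervals above 0. Class borders moved in these settings. Clustered alone, 127 SAR131675 and 34 control cells were monocyte-like, and 843 and 870 were macrophage-like. With called doublets removed, these numbers were 65 and 33, and 1059 and 850. Both ratios therefore also depend on where monocyte-like and macrophage-like cells were divided. The monocyte-like ratio was positive under all 7 alternatives that count a monocyte-like group. A cluster with neutrophil, monocyte and dendritic cell markers, an alternative added after the data were seen, held 614 against 361 cells, with a ratio of 0.49 (0.30 to 0.68), and does not measure monocytes alone. Macrophage-like cells numbered 820 and 655, which were 2.82% (2.63% to 3.02%) and 2.73% (2.52% to 2.94%) of the kept cells. Their log2 ratio of 0.049 (-0.10 to 0.20) was within counting error. It was 0.19 (0.062 to 0.31) at resolution 0.4, -0.32 (-0.46 to -0.18) with each library clustered alone and -0.039 as a share of cells that are not keratinocyte-like. Clusters left without a name held 16.1% of SAR131675 cells and 13.8% of control cells.

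**Figure D1:**
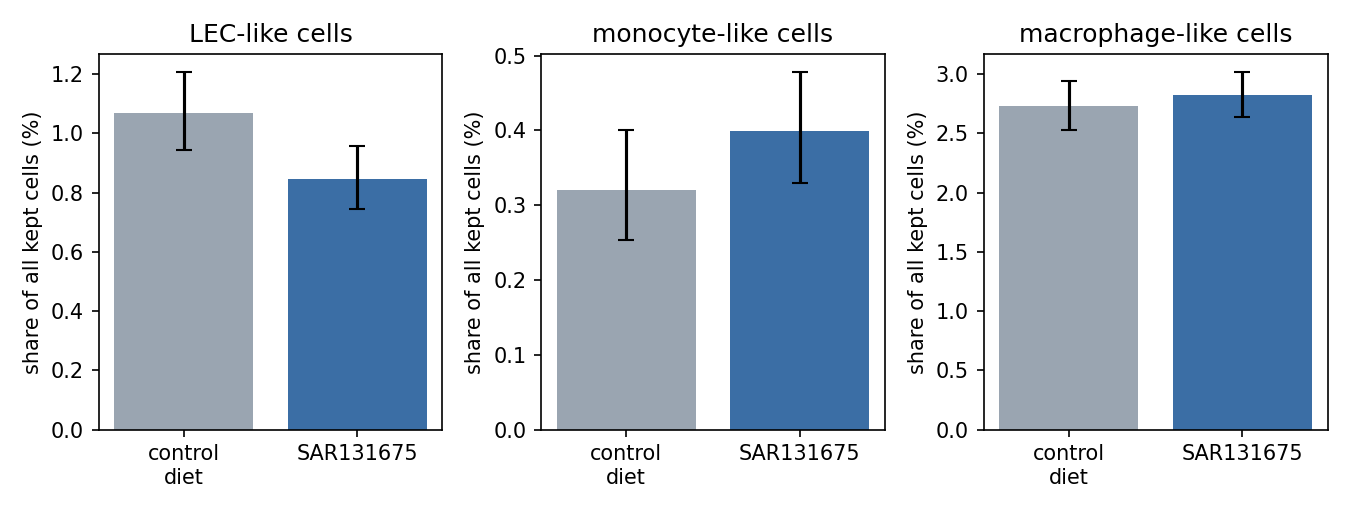
Share of all kept cells, in percent, that were LEC-like, monocyte-like or macrophage-like in the control diet and SAR131675 libraries. Bars are the shares and error bars exact 95% binomial intervals, which cover counting error only; those of the libraries overlap in each class, and the LEC-like share is 1.07% in the control diet and 0.846% in SAR131675.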

To validate these transcriptional findings at the protein level, we stained P3 samples for the CD45 marker at 5 DPA and observed a significant increase in CD45^+^ cells in the SAR131675-treated group (*P* = 0.0005) (Figure 4, B and C).

To comprehensively characterize changes in immune cell populations, we employed CyTOF (cytometry by time-of-flight) at 5 DPA to phenotype myeloid cells. Gating for CD45^+^ cells verified an increased number of CD45^+^ cells in the diet-treated group (CD45^+^ cell numbers: control: 37,351; SAR131675: 40,779), consistent with our immunofluorescence data. We used several major markers to classify different cell populations, including monocytes, macrophages, neutrophils, dendritic cells, T cells, and B cells (Supplemental Figure 4A).

One striking difference between control and SAR131675-treated groups was an increase in F4/80^+^ macrophages in SAR131675-treated mice (Figure 4D, blue arrow). The proportion of high-expressing F4/80 cells was also increased in the SAR131675-treated group (Figure 4E). Furthermore, we separated Ly6C^+^CD11b^+^ monocytes into 2 groups based on F4/80 expression and observed an increase in F4/80^+^ monocytes along with a decrease in F4/80^–^ monocytes in the SAR131675-treated group (Supplemental Figure 4B). Further analysis confirmed the proportion of high-expressing F4/80 monocytes also increased in the SAR131675-treated group (Figure 4F). Recent studies identified CD45^+^CD11b^+^F4/80^+^CD206^+^ M2-like macrophages in the synovium of collagen-induced arthritis mice, which can differentiate into osteoclasts upon RANKL and M-CSF stimulation, acquiring osteoclast markers and bone-resorptive function both in vitro and in vivo (69).

Given that RANKL is crucial for monocyte-to-osteoclast differentiation, we next examined which cells were the primary source of RANKL. 

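In the SAR131675 library at 8 DPA, 200 cells had at least 1 UMI of Cd3d, Cd3e or Cd3g and were counted as CD3+ cells. Tnfsf11 (ENSMUSG00000022015), which encodes RANKL, was at 63.9 (53.0 to 76.4) CPM in them and at 1.02 (0.919 to 1.14) CPM in all other cells, a log2 ratio of 5.96 (5.65 to 6.27). Of the 7 alternatives, the removal of the upper limits on genes and UMIs moved this ratio most, to 5.07. At least 1 Tnfsf11 UMI was present in 23% of CD3+ cells, at a median depth of 6736 UMIs, and in 0.255% of keratinocyte-like cells, at a median depth of 12588 UMIs. CD3+ cells held 121 of the 467 Tnfsf11 UMIs in the library, or 25.9% (22.0% to 30.1%). The cluster named NK/T-like held 30.8%, and a cluster with osteoblast and tenocyte markers held 21.8%, at 18.1 CPM. In the control diet library, CD3+ cells held 36.0% (30.3% to 41.9%) of the Tnfsf11 UMIs. There the NK/T-like cluster held 43.9%, and the cluster with osteoblast and tenocyte markers held 37.1%, at 24.8 CPM.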

Utilizing an scRNA-Seq dataset of the digit tip at 8 DPA during the osteolysis phase, we found that CD3^+^ T cells were the primary cells expressing RANKL (*Tnfsf11*) within the digit tissue (Supplemental Figure 4C). We further investigated the changes within T cell populations impacted by VEGFR3 inhibition using CyTOF. Our analysis showed that the number of CD3^+^ T cells increased within the SAR131675-treated group (CD3^+^ cells: control: 2,985; SAR131675: 3,721) (Figure 4D, orange arrow), and the proportion of activated T cells (those known to express *Tnfsf11*) (70–72) also increased after VEGFR3 inhibition (CD44^+^CD69^+^ high: control: 55.5%; SAR131675: 56.8%) (Figure 4G). CD3 staining at 5 and 8 DPA confirmed a significant increase in CD3^+^ T cells in the SAR131675-treated group compared with controls (*P* < 0.002) (Figure 4, H and I). Together, these findings suggest that VEGFR3 inhibition increases the number of F4/80^+^ macrophages and monocytes within the digit microenvironment, accompanied by a higher number of RANKL-expressing T cells, thereby promoting the early osteoclastogenesis phase necessary for eventual digit regeneration.

### Genetic ablation of lymphatic vessels confirms their regulatory role in regeneration.

To genetically validate our pharmacological findings, we used *Flt4Cre^ERT2^ iDTR* mouse line (61), to ablate *Vegfr3*-expressing cells during digit regeneration. Diphtheria toxin was administered into the footpads for 3 consecutive days, starting 1 day before amputation, effectively eliminating *Flt4*^+^ lymphatic vessels at the injury site. Immunostaining confirmed effective lymphatic ablation, with 5 DPA tissues showing markedly reduced PROX1^+^LYVE1^+^PDPN^+^ vessels (Figure 5, A and B; *P* < 0.0001). CD31 staining showed no significant change in blood vessel area at 5 DPA (Supplemental Figure 5, A and B).

To evaluate the impact of genetic lymphatic ablation on regeneration, we conducted micro-CT analysis across key time points (Figure 5C). Quantification showed enhanced P3 bone regeneration in lymphatic-ablated (*Flt4Cre*^ERT2+^ *iDTR*^+^) mice compared with controls, mirroring pharmacologic results. Bone volume was similar at 5 DPA (*P* = 0.94) but reduced at 8 DPA due to increased osteolysis (*P* = 0.015) (Figure 5D). Enhanced osteolysis persisted through early regeneration, with *Flt4Cre*^ERT2+^ *iDTR*^+^ mice showing lower P3 volume at 12 DPA (*P* = 0.0335) (Figure 5D), suggesting accelerated bone resorption similar to VEGFR3 inhibition. By 16 DPA, bone volume increased significantly (*P* = 0.0081), and by 28 DPA, mutants showed greater regeneration (*P* = 0.0005), indicating faster histolysis followed by enhanced bone formation (Figure 5, C and D). Masson’s trichrome staining showed increased osteoid formation in *Flt4Cre*^ERT2+^ *iDTR*^+^ digits at 12 DPA (Supplemental Figure 5, C and D). TRAP staining confirmed greater bone erosion (5 DPA, *P* = 0.024; 8 DPA, *P* = 0.009) and more osteoclast cells (8 DPA, *P* = 0.033) (Figure 5, E–G). These results parallel pharmacologic findings (Figure 3), showing that LEC ablation accelerates osteolysis and enhances P3 regeneration through reduced VEGFR3 signaling. Together, our data showed that reduced VEGFR3 signaling and lymphatic vessel number promote early osteolysis and improved P3 regeneration.

### Constitutive Vegfr3 deficiency confirms lymphatic regulation of regeneration.

To further validate our findings, we used *Chy* (*Vegfr3^wt/mut^*) mice, which exhibit reduced lymphatic development (73–75). Previously used by our group (74) and others (76–78), this model enables investigation of how lymphatic hypoplasia influences digit regeneration. These mice carry a point mutation in the kinase domain of VEGFR3 that impairs kinase activity and exerts a dominant-negative effect on VEGFR3 signaling (47, 75). At 7 DPA, *Chy* digits showed reduced LYVE1^+^PDPN^+^ lymphatic vessels (Supplemental Figure 6A), with quantification confirming a significant decrease (*P* < 0.0001) (Supplemental Figure 6B). Micro-CT analysis showed that *Chy* mice exhibited enhanced digit regeneration (Supplemental Figure 6C). Quantification revealed increased P3 bone regeneration in mutants, with no significant differences at 7 DPA (*P* = 0.5153) or 10 DPA (*P* = 0.0849). By 14 DPA, mutants showed early new bone formation but lower bone volume (*P* = 0.0202), indicating enhanced osteolysis from lymphatic deficiency (Supplemental Figure 6, C and D). Following the enhanced osteolytic phase, *Chy* mutants exhibited markedly improved regenerative outcomes, with significantly increased bone volume at 21 DPA (*P* = 0.0432) and 28 DPA (*P* = 0.0004) (Supplemental Figure 6, C and D). This enhanced regeneration was further supported by trichrome staining, which revealed increased osteoid deposition at 14 DPA (Supplemental Figure 6, E and F).

To assess whether enhanced regeneration correlated with osteoclast activity, TRAP staining at 7 and 10 DPA revealed greater bone erosion and increased osteoclast numbers in *Chy* mice at 7 DPA (*P* = 0.0454), which normalized by 10 DPA (Supplemental Figure 6, G–I). As expected, *Chy* mice exhibited hind paw lymphedema due to impaired lymphatic drainage (Supplemental Figure 6J). These results reinforce that *Vegfr3*-mediated lymphatic function regulates early osteolysis and subsequent bone regeneration, consistent with our pharmacologic and ablation models.

### Surgical manipulation of lymphatics confirms their regulatory role in regeneration.

To validate our findings in a clinically relevant context, we performed surgical lymph node removal (LNR) on one limb, using the contralateral side as sham, to modulate lymphatic function (79).

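The scRNA-Seq data of this experiment are 1 library from LNR digits and 1 from contralateral sham digits at 8 DPA, each a pool from 10 mice. Cell Ranger 6.1.2 was used by the authors to make the deposited UMI counts, which are raw. The LNR library holds 168507188 UMIs over 21669 barcodes and the sham library 175998346 UMIs over 22539 barcodes. After the limits on genes, UMIs and mitochondrial share that the methods give for these data, 19827 LNR cells and 20669 sham cells remained, with medians of 5725 and 5851 UMIs. The paper integrated the data with SCTransform and Harmony in Seurat v5, whereas the values given here come from log-normalized counts of both libraries clustered together with no batch correction, since each library is its own batch. Cell classes, CPM, scores and intervals were made as for the SAR131675 libraries, and this pair was clustered apart from that one. The clusters left without a name by the thresholds held 5.68% of LNR cells and 5.77% of sham cells. Here too, a batch effect cannot be told apart from the surgery.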

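At 8 DPA, 222 LEC-like cells were found in the LNR library and 218 in the sham library, with a log2 ratio of their shares of 0.086 (-0.19 to 0.36). In these cells, Lyve1 was at 1153 CPM in LNR and 1289 CPM in sham, a log2 ratio of -0.16 (-0.27 to -0.056), and Prox1 was at 520.2 and 599 CPM, a log2 ratio of -0.20 (-0.36 to -0.048). The intervals of Flt4 at -0.080 (-0.23 to 0.073) and Pdpn at 0.049 (-0.23 to 0.32) included 0. The lymphatic score was 1.06 (SD 0.352 over cells) in LNR and 1.10 (SD 0.360 over cells) in sham, a difference of -0.0337. With cells chosen by UMIs of LEC markers in place of clusters, the difference was 0.0509, and over all kept cells it was 0.00299, the sign changes among 11 alternatives. The 390 LNR and 431 sham cells chosen by markers had mean scores of 0.641 and 0.591. Many of them lay outside the LEC-like cluster, so their difference also depends on other cells. Of the 30 lymphatic genes in Supplemental Table 1, 15 were higher and 15 lower in LNR by CPM in LEC-like cells, against 22 and 8 over all kept cells. In LEC-like cells their median log2 ratio of -0.0018 was at percentile 29.9 of matched random lists.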

LNR effectively reduced lymphatic vessels, confirmed by decreased LYVE1^+^PDPN^+^ area (*P* = 0.0023) and reduced LEC gene expression at 8 DPA (Supplemental Figure 7, G–I).

Micro-CT imaging revealed accelerated osteolysis in the LNR group, with significantly lower P3 bone volume at 12 DPA (*P* = 0.017), followed by enhanced regeneration and increased bone volume at 28 DPA (*P* = 0.0353) and 42 DPA (*P* = 0.0072) (Figure 6, D and E).

Masson’s trichrome staining confirmed increased osteoid formation (*P* = 0.0004) (Supplemental Figure 7, D and E, black arrows). Consistent with genetic and pharmacologic models, LNR elevated osteoclastogenesis-related gene expression and scores (Figure 6, F and G) and increased osteoclast activity and bone erosion at 5 and 8 DPA (*P* = 0.0186; *P* = 0.0213) (Figure 6, H–J). 

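The myeloid cells of this pair were a neutrophil-like cluster, a macrophage-like cluster and a cluster that scored highest for B cells and next for monocytes, together 1889 cells in LNR and 1674 in sham. The last one, with 442 LNR and 424 sham cells, was counted as myeloid because its 10 leading genes held monocyte but no B cell markers. The osteoclast score over all these myeloid cells was 0.157 (SD 0.124 over cells) in LNR and 0.158 (SD 0.132 over cells) in sham, and the difference of -0.000943 changed sign under 3 of 12 alternatives. It was 0.00231 with each library clustered alone, 0.00169 as a plain mean without control genes and 0.00304 over all kept cells. Of the 30 osteoclastogenesis genes, 10 had a higher and 20 a lower CPM in LNR, with a median log2 ratio of -0.065 at percentile 2.10 of matched random lists. Over all kept cells, a tally added after the values were seen, 19 were higher and 11 lower, with a median of 0.10. The log2 ratio of CPM was 0.070 (-0.10 to 0.24) for Mmp9, -0.014 (-0.15 to 0.12) for Ctsk, -0.60 (-0.76 to -0.43) for Acp5 and -0.20 (-0.76 to 0.36) for Atp6v0d2. Here too a few cells weighed heavily. With UMIs of at least 4 of the osteoclast markers, 2 LNR and 6 sham myeloid cells held 12.3% and 60.9% of the Acp5 UMIs. In the macrophage-like cells alone, the log2 ratio was 1.65 (0.61 to 2.82) for Mmp9, from 37 against 10 UMIs, 0.45 (0.24 to 0.65) for Ctsk, 0.33 (0.021 to 0.65) for Acp5 and 0.067 (-0.82 to 0.97) for Atp6v0d2.

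**Figure D2:**
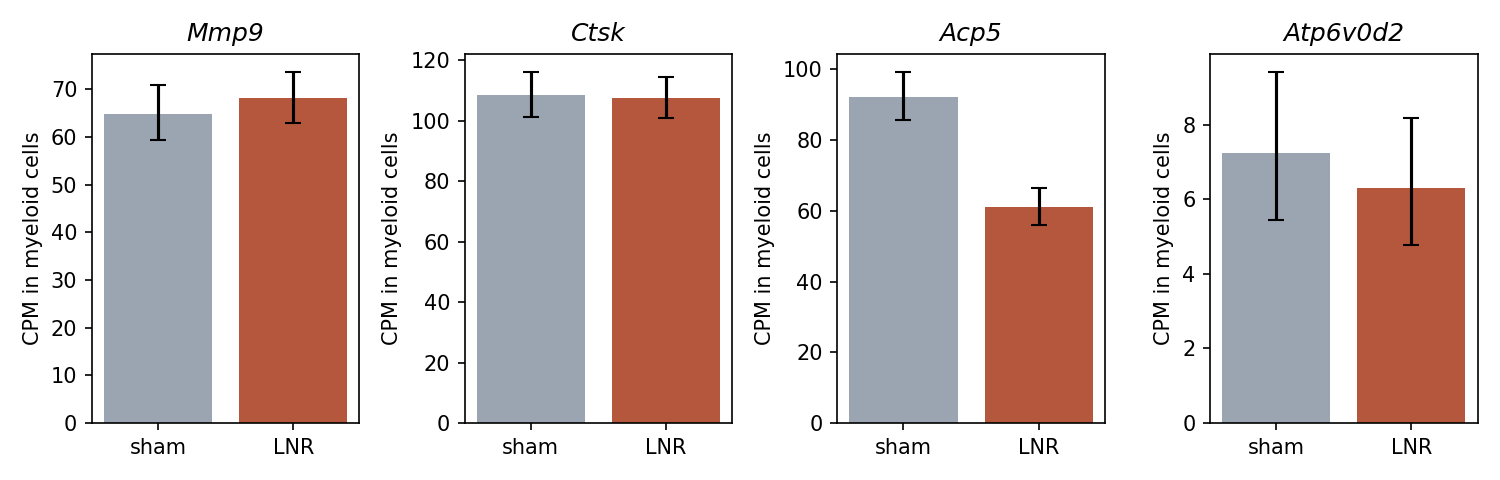
CPM of Mmp9, Ctsk, Acp5 and Atp6v0d2 in the myeloid cells of the sham and LNR libraries. Bars are CPM over all myeloid cells of a library and error bars exact 95% Poisson intervals, which cover counting error only; Acp5 is at 92.3 CPM in sham and 61.1 CPM in LNR.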

Our scRNA-Seq analysis further confirmed upregulation of RANKL (*Tnfsf11*) expression within CD3^+^ T cells from LNR samples compared with the sham group, supporting our hypothesis that lymphatic modulation enhances osteoclastogenesis through immune cell regulation (Supplemental Figure 7F).

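The LNR library had 195 CD3+ cells and the sham library 201. Tnfsf11 was at 11.3 (6.17 to 18.9) CPM in the CD3+ cells of LNR, from 14 UMIs, and at 28.7 (19.6 to 40.5) CPM in those of sham, from 32 UMIs. The log2 ratio was -1.34 (-2.36 to -0.40) and stayed negative under 7 of 7 alternatives, between -1.58 and -0.63, with an interval that included 0 only for cells of NK/T-like clusters, the alternative that moved it most. A Tnfsf11 UMI was found in 5.13% of CD3+ cells of LNR, at a median depth of 3276 UMIs, and 6.97% of those of sham, at a median depth of 3059 UMIs. In keratinocyte-like cells, it was found in 0.0664% in LNR and 0.137% in sham, at median depths of 8158 and 7848 UMIs. The paper gives an upregulation of Tnfsf11 in CD3+ T cells after LNR as a reason for its hypothesis that lymphatic modulation enhances osteoclastogenesis by way of immune cells.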

Together, these results demonstrate that LNR accelerates osteolysis and enhances digit bone regeneration, phenocopying VEGFR3 inhibition.

### Osteoclast activity is required for enhanced regeneration.

Having demonstrated enhanced regeneration through lymphatic reduction across 4 independent models (VEGFR3 inhibitor, *Flt4Cre^ERT2+^ iDTR^+^*, *Chy*, and surgical removal of lymph nodes), we examined the impact of inhibiting osteoclast activity. We treated mice with Zometa (zoledronic acid), a bisphosphonate that effectively disrupts both the formation and function of osteoclasts (80).

Using 3D renderings of micro-CT scans, we observed substantial and significant impairment in both the osteolysis phase (days 5–8) and overall digit regeneration (day 28) (Supplemental Figure 7, G–I). Quantitative analysis revealed reduced bone volume and length in Zometa-treated mice (Figure 6, K and L). These findings demonstrate the essential role of osteoclast-mediated bone degradation in normal bone regeneration. Zometa treatment disrupted the natural bone turnover process, leading to abnormal bone formation in the regenerating digit. Our results indicate that balanced bone resorption and formation are vital for successful tissue regeneration, suggesting that modulation of osteoclast activity could serve as a therapeutic target for optimizing regenerative outcomes.

## Discussion

Successful regeneration requires precise coordination between tissue breakdown, immune responses, and reconstruction. Here we identify lymphatic vessels as key regulators of this process, revealing that reduced lymphatic function enhances digit regeneration through modulation of myeloid cell dynamics and osteoclast activity. These findings have significant implications for regenerative medicine, as over 4.8 million hand and finger injuries are treated annually in emergency rooms, with over 45,000 finger amputations performed annually in the United States, accounting for two-thirds of all pediatric hand injuries (81–85).

Current therapeutic approaches have significant limitations. While regenerative medicine typically relies on the use of native or bioengineered scaffolds, stem cell therapy, or a combination of these approaches (86), these interventions rarely achieve full functional recovery.

Understanding endogenous regenerative mechanisms offers an alternative strategy. The mouse digit tip regeneration is an important preclinical model for studying human digit and limb epimorphosis (19, 87, 88). A key feature of this system is digit blastema, which creates its own scaffold (89) and coordinates the patterned regeneration of bone (90), blood vessels (32), and nerves (91). This endogenous regeneration process surpasses traditional regenerative medicine approaches like bioengineered scaffolds, osteoinductive signals, and autologous grafts.

Our study reveals a mechanism controlling regeneration through lymphatic vessel regulation of immune cell dynamics and osteoclast function. The P3 regenerative response differs fundamentally from typical wound healing. While regeneration is restricted to the distal tip of the third phalangeal element (P3), amputation of the second element (P2; proximal to the distal interphalangeal joint) lacks a targeted osteoclast-mediated osteolysis phase and results in bone truncation and soft tissue fibrosis (11, 19, 90, 92–100).

P3 amputation initiates robust bone regeneration within 42 days (90, 95, 97, 101, 102), starting with myeloid cell migration and osteoclast-mediated bone degradation, which releases regeneration signals and blastema cells. This osteolysis process is followed by wound closure and bone regeneration through intramembranous ossification, providing a model for studying osteoclast and osteoblast activity in vivo (11, 19, 90, 95–100). Nearly all previous digit-regenerative approaches and studies have focused on osteogenic progenitor cells while fewer studies showed the role of early postinjury osteoclastogenesis, which is necessary to clear the damaged bone and to release blastema cells and other cell signals. Prior work has demonstrated that depletion of osteoclasts mitigates the early osteolysis phase and inhibits bone repair and regeneration (20, 51–53).

Our work demonstrates that lymphatic vessels actively regulate regenerative capacity by modulating myeloid cell dynamics and osteoclast function. We demonstrated that osteoclast activity, which is crucial for bone remodeling, is more pronounced in P3 regenerative tissues. We found that the ablation of lymphatic vessels alters the tissue microenvironment, promoting osteoclastogenesis by increasing the presence of myeloid cells, such as macrophages and F4/80^+^ monocytes.

These findings align with and extend previous studies of regenerative mechanisms. Prior work has established that mouse digit tip regeneration involves early osteolysis and robust osteoclast activity, with osteoclasts derived from the monocyte/macrophage lineage (103). During early regeneration, osteoclasts are highly abundant and can cause substantial phalangeal resorption, reducing bone volume by nearly 50% (12, 31). Notably, digits injected with clodronate liposomes (Clo-Lipo), which deplete macrophages, exhibited a significant reduction in F4/80^+^ cells and osteoclast activity compared with PBS-Lipo controls, resulting in inhibited regeneration (29).

Notably, selective depletion of osteoclasts using free clodronate, which was purported to target osteoclasts without affecting macrophages, also led to impaired regeneration. Interestingly, the phenotype resulting from osteoclast depletion could be reversed by rapid reepithelialization, while the phenotype from concurrent macrophage and osteoclast depletion could not (29).

Our findings extend this work by revealing how lymphatic vessels regulate this process. We found that inhibition of VEGFR3 signaling, as well as ablation of *Vegfr3*-expressing LECs, increased both osteoclast numbers and bone resorption, along with a rise in macrophage numbers. Our analysis confirmed that increased bone resorption was associated with accelerated bone formation, as evidenced by osteoid formation.

To validate the importance of osteoclast activity, we used the osteoclast inhibitor, zoledronic acid, during the osteolysis phase and observed that, in the absence of osteolysis, the cortical bone structure of the P3 phalanx was unable to regenerate. Partial bone resorption and the emergence of newly formed bone occurred at a later stage and exhibited abnormal characteristics. This finding suggests that osteoclast activity is not confined to the early stages of regeneration but can be reactivated later, influencing the overall progression and outcome.

Our findings parallel recent observations in axolotl limb regeneration, where the use of the same osteoclast inhibitor led to defective tissue integration (104). The observed phenotypes in axolotl included angulation of the radius, heterotopic bone formation, and complete separation between mature and regenerated structures. The axolotl study suggests that a gradient of integration phenotypes correlates with the extent of tissue resorption, where greater resorption results in better integration, and that effective resorption is essential for successful skeletal regeneration (104). Similarly, our data demonstrate that increased osteoclast activity and bone resorption are necessary for bone regeneration. Future studies will investigate whether differences in myeloid cell migration and osteoclast fate contribute to failed fracture repair in patients with fracture non-union.

Our work also resolves a significant controversy regarding lymphatic localization in bone. Although recent studies have identified the central role of lymphatics in skin, cardiovascular, and gastrointestinal tissue repair and regeneration, previous analyses of human and mouse bones have revealed an absence of lymphatic vessels (41–45). Previous studies using tissue-clearing and 3D imaging demonstrated that bones do not contain lymphatics but instead are surrounded by lymphatic vessels (47, 48). However, authors of a recent study suggest that lymphatics do indeed exist within bone before and after injury (46).

Using multiple complementary approaches, including *Prox1-eGFP* reporter and co-stain for LYVE1 and PDPN, we demonstrate that lymphatics are restricted to the ventral side of the digit and do not invade the bone prior to injury. During the regenerative process, lymphatics maintain their position in the ventral region of the digit and remained outside of the cortical bone without osseous invasion at all stages, including at the final stage of digit regeneration.

These findings have important implications for regenerative biology. The extraskeletal localization and ventral restriction of lymphatic vessels align with recent studies emphasizing the role of dorsal–ventral patterning in digit regeneration (58–61). Future studies will employ tissue clearing to further validate these observations. Although macrophage depletion disrupts digit tip regeneration by impairing bone histolysis and wound closure (29), the role of lymphatics in regulating immune cell phenotype and inflammation during regeneration remains unexplored. Lymphatic vessels may influence regeneration indirectly by modulating immune cell trafficking at the wound site, thereby affecting osteoclast activity and bone resorption.

Several important questions remain regarding lymphatic regulation of regeneration. First, although *Chy* and *Flt4CreERT2^+^ iDTR^+^* models are well established for studying lymphedema, the limited lymphatic network within the mouse digit constrains functional analyses. Lymphedema was evident in *Chy* mice but absent in *Flt4CreERT2^+^ iDTR^+^*, LNR, and SAR131675-treated animals. Because *Flt4* is also expressed in bone marrow endothelium (105, 106) ablation in *Flt4CreERT2^+^ iDTR^+^* mice may affect marrow vasculature; although H&E staining revealed no morphological defects, the small marrow space of P3 restricts deeper functional assessment.

Second, the mechanisms by which lymphatic vessels influence osteoclast differentiation remain unresolved. Our findings suggest that lymphatic depletion increases myeloid-to-osteoclast transition, likely through impaired drainage, yet the scarcity of LECs in our scRNA-Seq data limited detailed interaction analysis.

Third, while we targeted osteoclast activity with Zometa early postamputation, micro-CT data revealed continued bone resorption after treatment ended, suggesting prolonged or rebound osteoclast activity, as seen in bisphosphonate-treated patients (107–109). Finally, key regenerative questions persist: How do inflammatory dynamics differ between non-regenerative P2 and regenerative P3 healing? What immune mechanisms determine fibrosis versus regeneration? Addressing these will clarify how immune-lymphatic interactions govern tissue repair.

## Methods

### Sex as a biological variable.

Both male and female mice were used for all transgenic experiments. For SAR131675 treatment, LNR, and Zometa experiments, only females were used to minimize cage aggression that could affect regeneration. Both our data and prior studies indicate that sex does not significantly influence digit tip–regenerative outcomes.

### Experimental model details.

Mice were housed 5 per cage with standard chow (Envigo-Teklad 2016), water, and a 12-hour light/12-hour dark cycle. For SAR131675 experiments, 30 mg/kg, 30 ppm SAR131675 was incorporated into chow starting 5 days before amputation and maintained throughout the study. *Chy* mice (male and female; PMID: 11592985) and *Prox1-eGFP* mice (male and female) (55) were used. Female C57BL/6J mice (The Jackson Laboratory) were used for SAR131675, LNR, and Zometa experiments. *Flt4Cre^ERT2^ iDTR* mice (110) were obtained from MSKCC. *Cre* recombination was induced with tamoxifen citrate chow (400 mg/kg, 1 week) and intraperitoneal (i.p.) tamoxifen (75 mg/kg, days 0 and 2), followed by a 4-day washout before injury. For iDTR activation, diphtheria toxin (10 μL; 5 ng) was injected into the hind paw fat pad daily for 3 days, starting 1 day before injury. In Zometa studies, mice received sterile saline (100 μL; i.p.) or zoledronic acid (1.2 μg/100 μL; i.p.) every other day beginning on the day of amputation.

### Digit amputation model.

Mice were anesthetized with isoflurane, and hair was shaved to expose the surgical site. The distal tip of the terminal phalanx (P3) on digits 2 and 4 of each hind limb was amputated using a sterile #11 scalpel under aseptic conditions. Under a dissection microscope, the hind paw was positioned to expose the medial surface, and the cut was made parallel to the footpad, transecting the nail organ, dermis, P3 bone, vasculature, and nerves, but sparing the marrow cavity and fat pad. The amputation removed approximately 15%–20% of the P3 bone volume.

### LNR.

Mice were anesthetized with isoflurane, and hair was shaved to expose the incision site. A 4 mm incision lateral to the midline (hind paw or posterior knee) exposed the inguinal and popliteal lymph nodes. Nodes were removed by blunt dissection, and incisions were closed with 5-0 Vicryl sutures. Buprenorphine ER (0.3 mg/kg, s.c.) was administered for analgesia.

### Histology and immunofluorescence staining.

Digits were fixed in 4% paraformaldehyde (PFA) for 24 hours at 4°C, washed with PBS, and decalcified for 3 weeks in 14% EDTA (pH 7.4). Samples were embedded in OCT, gelatin (20% sucrose, 2% PVP, 8% gelatin), or paraffin and sectioned longitudinally at 10–30 μm for immunofluorescence, H&E, or Masson’s trichrome staining. For IF, frozen sections were washed in 1× TBS-T (0.05% Tween-20), blocked for 2 hours (1% BSA, 2% donkey/goat serum, 0.05% Triton X-100, 300 mM glycine, pH 8.4), and incubated overnight at 4°C with primary antibodies: LYVE1 (R&D Systems AF2125, 1:100), PDPN (Abcam ab11936, 1:100), CD45 (Cell Signaling Technology [CST] D3F8Q, 1:100), CD31 (CST 77699, 1:100), CD3 (Abcam ab16669, 1:100), and PROX1 (Abcam ab101851, 1:100). After washing, slides were incubated with Alexa Fluor–conjugated secondary antibodies (Invitrogen A21447, A78961, and A21206; 1:500) for 2 hours, counterstained with Hoechst 33342, and mounted in ProLong Gold (Invitrogen P36980). Images were acquired using a Leica SP8 confocal microscope with 10× or 40× objectives, and H&E/trichrome slides were scanned using a Hamamatsu NanoZoomer 2.0-HT.

### TRAP staining.

For TRAP staining, samples were fixed in 4% PFA for 24 hours and decalcified with 14% EDTA for 2–3 weeks. The samples were dehydrated through an ethanol series, embedded in paraffin, and sectioned. After deparaffinization, 5 μm–thick sections were incubated in buffered Naphtol-AS-BI-phosphate/Fast Red Violet LB (pH 5.2) with 50 μM sodium tartrate (Takara Bio) for 4 hours at 37°C. Slides were counterstained with Fast Green, developed in running tap water for 10 minutes, dehydrated, and mounted.

### Micro-CT.

All harvested digits were imaged using VivaCT 80 (SCANCO Medical) with an image pixel resolution of 4.9 μm, 55 kVp energy, 145 μA intensity, and 300 ms exposure time. Zometa mouse digits were imaged using a Skyscan 1272 (Bruker) with image pixel resolution of 4.0, 40 kVp energy, 200 μA, and 1,800 ms exposure time. Image serial sections were stacked and exported as dicom files into Dragonfly ORS for analysis.

### Digit statistical analysis.

Bone volume and length were quantified in Dragonfly ORS by an operator following a blinded protocol. Regenerated P3 bone volume was segmented and normalized to day 0 values to calculate percentage regeneration. Statistical analyses were performed in GraphPad Prism using unpaired 2-tailed *t* tests or 1-way ANOVA, with *P* < 0.05 considered significant.

### Cell preparation for CyTOF and scRNA-Seq.

Digits from 10 mice were pooled per sample. Hind limb digits 2–4 were amputated at the proximal P2 level and bisected longitudinally to expose internal tissues. Single-cell suspensions were prepared as described previously (65). Briefly, tissues were digested in Collagenase I (3 mg/mL), Collagenase II (2 mg/mL), and Dispase (3 mg/mL) in DMEM for 45 minutes at 37°C with agitation (150 rpm). Digests were quenched with DMEM + 10% FBS, filtered (40 μm), and centrifuged (400*g*, 5 minutes, 4°C). Pellets were treated with ACK lysis buffer for 2 minutes to remove RBCs. Cell viability was determined using trypan blue on Countess III (Thermo Fisher Scientific), and only samples with more than 75% viability were processed for sequencing.

### CyTOF analysis.

FCS files from SAR131675-treated and control samples were analyzed in OMIQ (Dotmatics). Data were gated to exclude debris, doublets, and dead cells based on Iridium signal and event length. CD45^+^ live single cells were subsampled, and major immune populations were identified using canonical markers: T cells (CD3^+^), B cells (CD19^+^/B220^+^), dendritic cells (CD11c^+^), neutrophils (LY6G^+^CD16^+^), monocytes (LY6C^+^CD11b^+^), and macrophages (F4/80^+^). Subsets were defined as CD69^+^ or CD44^+^ activated T cells and *Tgfb*^+^ macrophages. NK1.1^+^ NK, CD8^+^, and CD4^+^ T cells were not detected. Dimensionality reduction was performed using opt-tSNE (111), and cell clusters were visualized via scatter, heatmap, and contour overlays. Cell population abundance between groups was compared using violin plots. Gating thresholds were determined from biaxial density plots, with CD45^+^ cell counts matched across conditions.

### Single-cell sequencing and pseudotime analysis.

scRNA-Seq data from the LNR experiment were processed using Seurat v5, excluding cells with <200 genes, >10% mitochondrial reads, >5,500 nFeature-RNA, or >30,000 nCount-RNA. Data integration and batch correction were performed using SCTransform and Harmony, followed by clustering at a resolution of 0.7 and annotation based on canonical marker genes.

### Digit tip amputation datasets.

(P2: 10,14 DPA; P3: 7,10,14,28,56 DPA; NCBI GEO GSE135985) (112), were processed in Seurat v5 (113), using similar quality control thresholds. After normalization and principal component analysis (30 PCs), Harmony integration and clustering (resolution 0.5) were performed, and FeaturePlot visualized uniform manifold approximation and projection gene expression. Marker genes were identified using the Wilcoxon rank-sum test (adjusted *P* < 0.05). For pseudotime trajectory analysis, Monocle v3 (114) was used on myeloid and osteoclast subsets. P2 samples were downsampled (~1,400 cells) to match P3. Trajectories were generated with learn-graph and order-cells, and top markers were determined per branch. Pseudotime analysis revealed that monocytic precursors in both P2 and P3 diverged into dendritic cell–like precursors, consistent with prior findings (68).

### Statistics.

Quantitative data are expressed as a mean ± SD with individual data points shown, unless otherwise stated. *P* < 0.05 was considered significant, and adjustments were not made for multiple comparisons. The number of samples is also indicated in figure legends. Parametric data were analyzed using an appropriate 2-tailed paired Student’s *t* test comparing paired littermate controls or 1-way ANOVA with Tukey’s post hoc analysis for comparison of multiple groups.

### Study approval.

All animal experiments described were approved by the Institutional Animal Care and Use Committee at the University of Texas Southwestern Medical Center. This study was carried out in accordance with the *Guide for the Use and Care of Laboratory Animals* from the Institute for Laboratory Animal Research (National Academies Press, 2011).

### Data availability.

All next-generation sequencing data generated in this study are publicly available through NCBI Gene Expression Database (GEO GSE313923). Supporting datasets, including quantified values and analysis outputs, are provided in XLS format as a Supporting Data Values file.

## Author contributions

NV and BL conceived the study and designed the experiments. NV developed the methods. NV, TKG, MY, and DGW performed the experiments. NV, TKG, MM, and SK analyzed the data. JHLC, SK, EG, and CJ assisted with quantification. JLC assisted with scRNA-seq and LNR experiments. SGC, BM, and DAB provided scientific input. NV prepared the manuscript. NV, BL, LAD, and MTD edited the manuscript. All authors reviewed and approved the final manuscript.

## Funding support

- NV by the CRSM award from UTSW.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
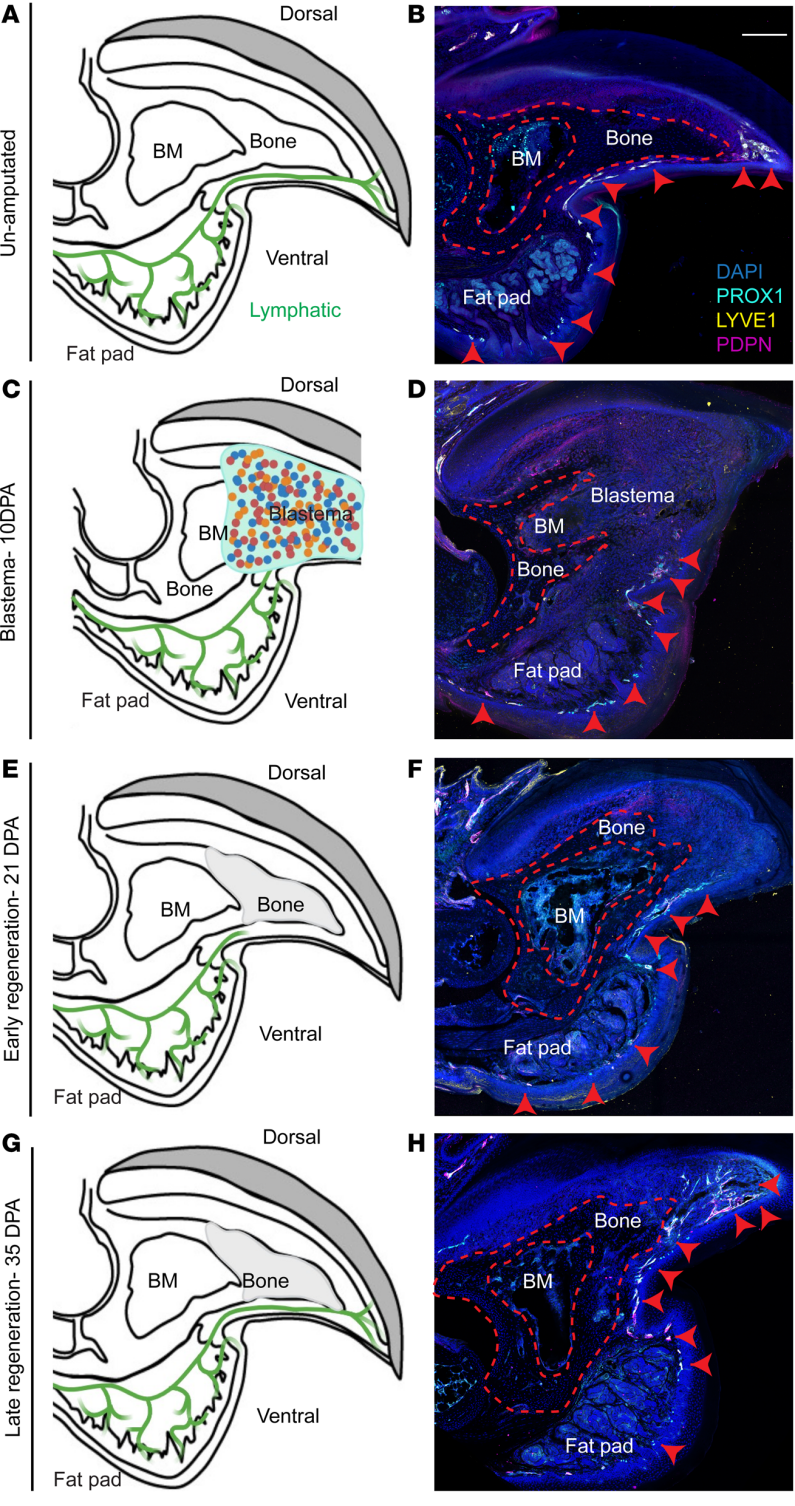
Lymphangiogenesis dynamics during digit tip regeneration. (**A**) Schematic of lymphatic vessels in an unamputated digit, showing the normal ventral lymphatic network. (**B**) Immunofluorescence staining for lymphatic markers LYVE1 (shown in yellow) and PDPN (shown in magenta) in *Prox1-eGFP* reporter mice demonstrates lymphatic vessels localized to the ventral side of the unamputated digit. Scale bar: 200 μm. (**C**) Schematic showing lymphatic remodeling during the blastema stage 10 DPA. (**D**) Immunofluorescence at 10 DPA reveals expansion of lymphatic vessels toward the forming blastema. (**E**) Schematic of the early regenerative stage (21 DPA). (**F**) Immunofluorescence at 21 DPA shows persistent ventral lymphatics closely associated with regenerating tissue. (**G**) Schematic of late regeneration (35 DPA). (**H**) Immunofluorescence at 35 DPA demonstrates reestablishment of a ventral lymphatic architecture resembling the unamputated state. BM, bone marrow; DPA, days postamputation.

**Figure 2:**
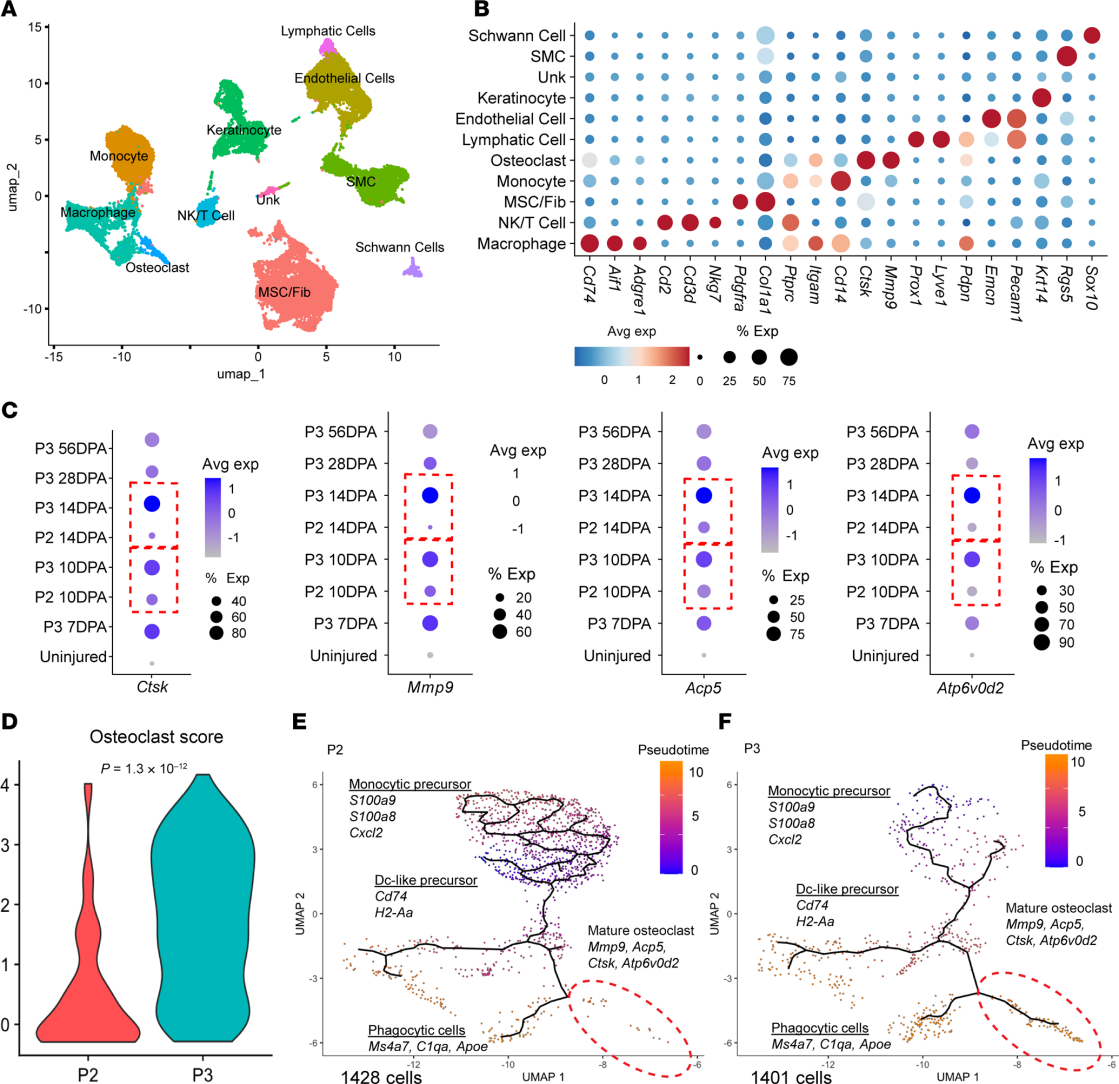
scRNA-Seq analysis reveals higher osteoclast gene expression in P3 compared with P2 amputated digits. (**A**) Uniform manifold approximation and projection (UMAP) showing cell clusters within P3 and P2. (**B**) Dot plot representation illustrates the expression of key marker genes for each unique cluster. (**C**) Dot plot representation illustrates the expression levels of key osteoclast marker genes at various time points postamputation, comparing between P2 and P3 amputation, which shows higher gene expression within P3 vs. P2 (dotted red box). (**D**) Violin plot showing osteoclast score comparing P2 and P3. (**E**) UMAP visualization of cell trajectory in P2 amputated samples. (**F**) UMAP visualization of cell trajectory in P3 amputated samples.

**Figure 3:**
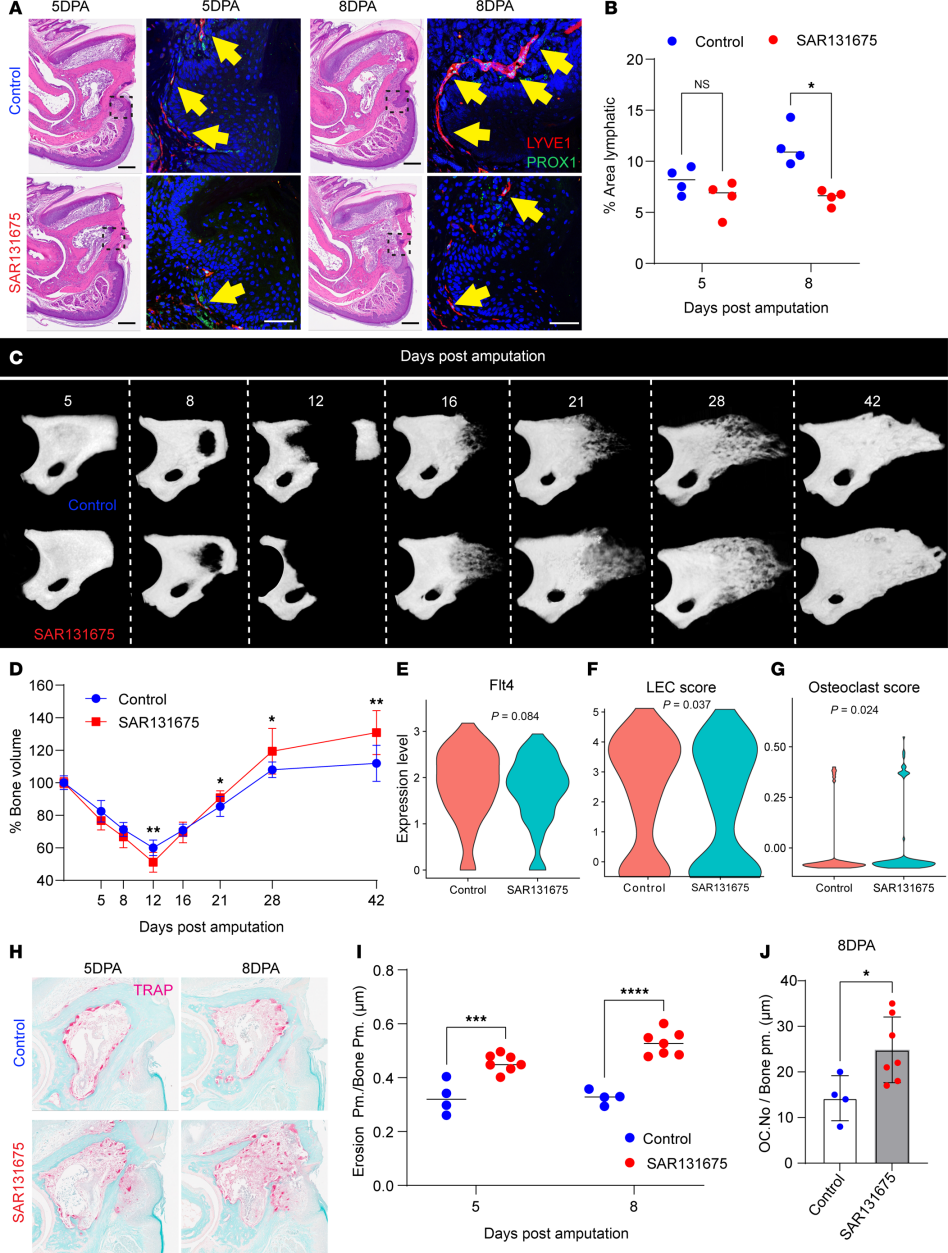
VEGFR3 inhibition enhances osteoclast-mediated bone resorption and accelerates bone remodeling during digit tip regeneration. (**A**) Immunofluorescence staining for lymphatic markers PROX1 (green) and LYVE1 (red) in control and SAR131675-treated digits at 5 and 8 DPA. Scale bars, 100 μm. (**B**) Quantification of lymphatic vessel area (PROX1^+^LYVE1^+^) shows significantly decreased lymphangiogenesis in SAR131675-treated digits at 8 DPA. Data are mean ± SD; Student’s *t* test; *P < 0.05. (**C**) Representative longitudinal micro-CT renderings of control (top) and SAR131675-treated (bottom) digits from 5 to 42 DPA show accelerated histolysis followed by enhanced bone regeneration in SAR131675-treated samples. (**D**) Quantification of bone volume over time demonstrates greater initial bone resorption and earlier regeneration in the SAR131675-treated group (*n* = 4–12 digits per group; mean ± SD; *P < 0.05, **P < 0.01). (**E**–**G**) Violin plots comparing (**E**) *Flt4* (VEGFR3) expression, (**F**) LEC score, and (**G**) osteoclast gene score between control and SAR131675-treated digits. VEGFR3 inhibition reduced lymphatic gene expression while increasing osteoclast-associated signatures. (**H**) TRAP-stained sections of distal P3 bone at 5 and 8 DPA show markedly elevated osteoclast activity (pink) in SAR131675-treated digits compared with controls. (**I**) Quantification of erosion perimeter/bone perimeter (μm) reveals significantly increased bone erosion in SAR131675-treated digits at 5 and 8 DPA. (**J**) Osteoclast number per bone perimeter (μm) is significantly higher in the SAR131675-treated group at 8 DPA. Data are mean ± SD; Student’s *t* test; *P < 0.05, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
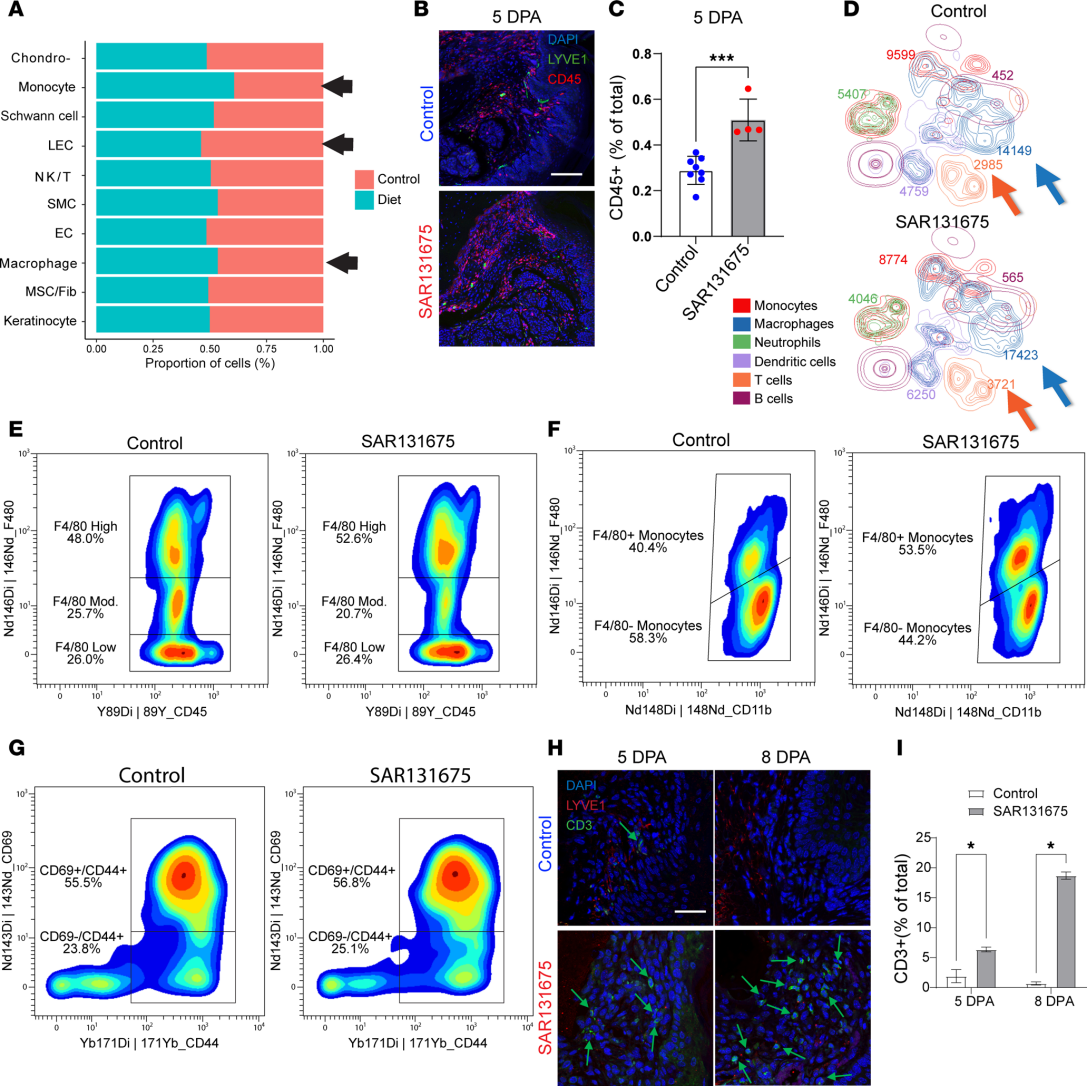
VEGFR3 inhibition alters myeloid and T cell composition and activation during digit tip regeneration. (**A**) Proportional cell distribution derived from scRNA-Seq showing increased representation of macrophage and monocyte populations, while shows decrease in LEC population in SAR131675-treated samples at 5 DPA. (**B**) Immunofluorescent staining for CD45 (red) and LYVE1 (green) in control and SAR131675-treated digits at 5 DPA. Scale bar: 100 μm. (**C**) Quantification of CD45^+^ cells shows a significant increase in immune cell infiltration in VEGFR3-inhibited digits at 5 DPA (mean ± SD; ***P < 0.001; Student’s *t* test). (**D**) CyTOF analysis of immune cells from control and SAR131675-treated mice demonstrates expanded myeloid cell clusters (blue and orange arrows) under VEGFR3 inhibition. (**E** and **F**) Contour plots of F4/80^+^ cells show elevated frequencies of F4/80-high myeloid cells (**E**) and increased F4/80^+^ monocyte subsets (**F**) in SAR131675-treated mice compared with controls. (**G**) Contour plots of CD69^+^CD44^+^ T cells in SAR131675-treated mice compared with controls. (**H**) Immunofluorescence staining for CD3 (green) and LYVE1 (red) at 5 and 8 DPA confirms elevated T cell infiltration in SAR131675-treated digits. Scale bar: 50 μm. (**I**) Quantification of CD3^+^ cells at 5 and 8 DPA shows a significant increase in the VEGFR3-inhibited group (*P < 0.05; mean ± SD; Student’s *t* test).

**Figure 5:**
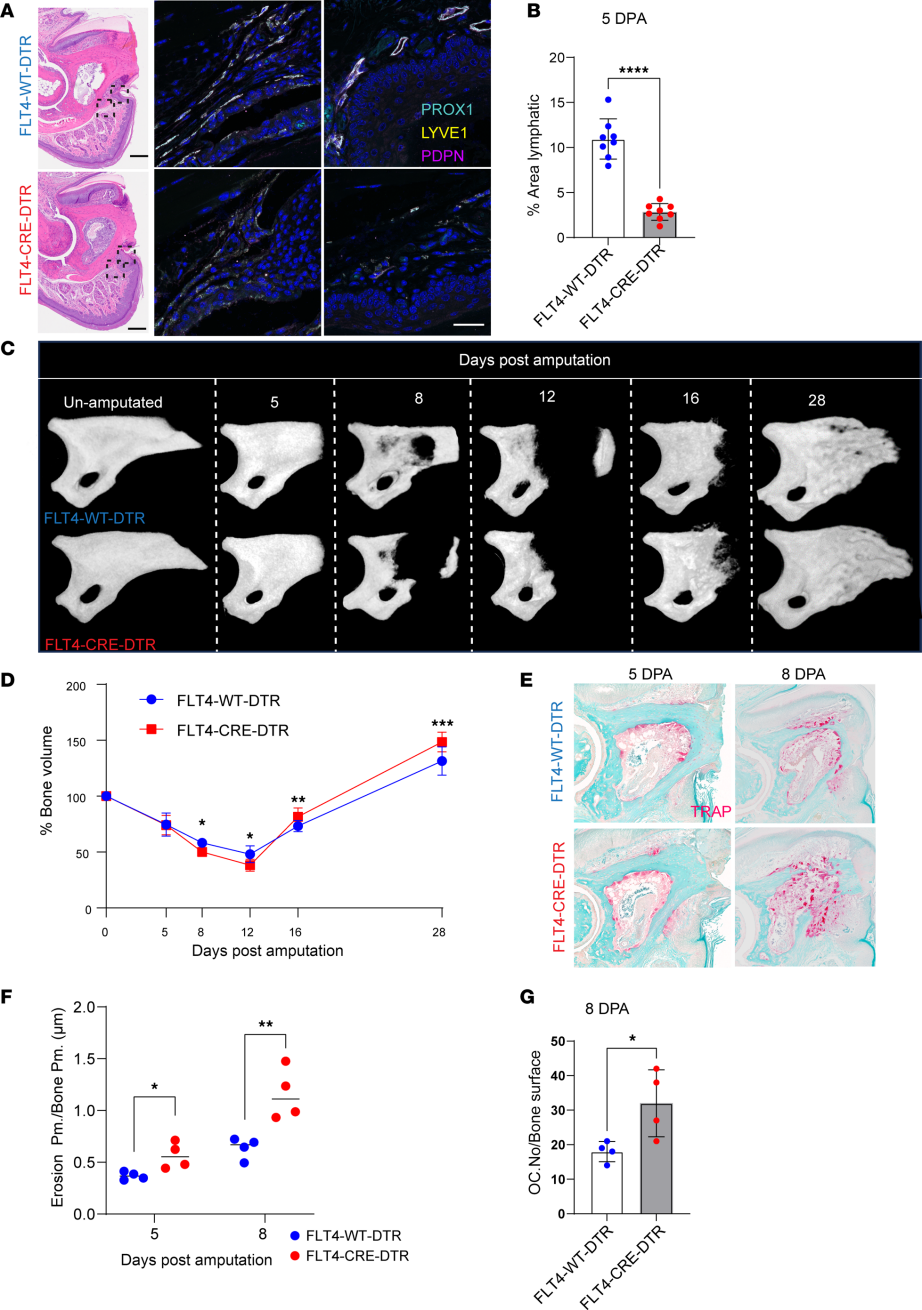
Impact of LEC ablation on osteoclast activity and digit tip regeneration. (**A**) Immunofluorescent staining for lymphatic markers (PROX1, LYVE1, and PDPN) in control and *Flt4Cre^ERT2+^ iDTR^+^* mice shows fewer lymphatic vessels formed during regeneration in *Flt4Cre^ERT2+^ iDTR^+^*. (**B**) Quantification of lymphatic area within the tissue shows significant differences between the control and *Flt4Cre^ERT2+^ iDTR^+^* group at 5 DPA. (**C**) Representative micro-CT renderings of control digits (top) and a *Flt4Cre^ERT2+^ iDTR^+^* (bottom) 5, 8, 12, 16, and 28 DPA. (**D**) Quantification of bone volume at 5, 8, 12, 16, and 28 DPA. (*n* = 4–12 digits/group.) (**E**) Histology images of amputated P3 bone stained with TRAP at 5 and 8 DPA comparing control and *Flt4Cre^ERT2+^ iDTR^+^* group. (**F**) Comparison of osteoclast-mediated bone erosion at 2 major osteolysis time points (5 and 8 DPA). (**G**) Comparison of osteoclast numbers at major osteolysis time point (8 DPA). Significance was determined using Student’s *t* test, with data presented as mean ± SD (*P < 0.05; ***P < 0.005; ****P < 0.0001).

**Figure 6:**
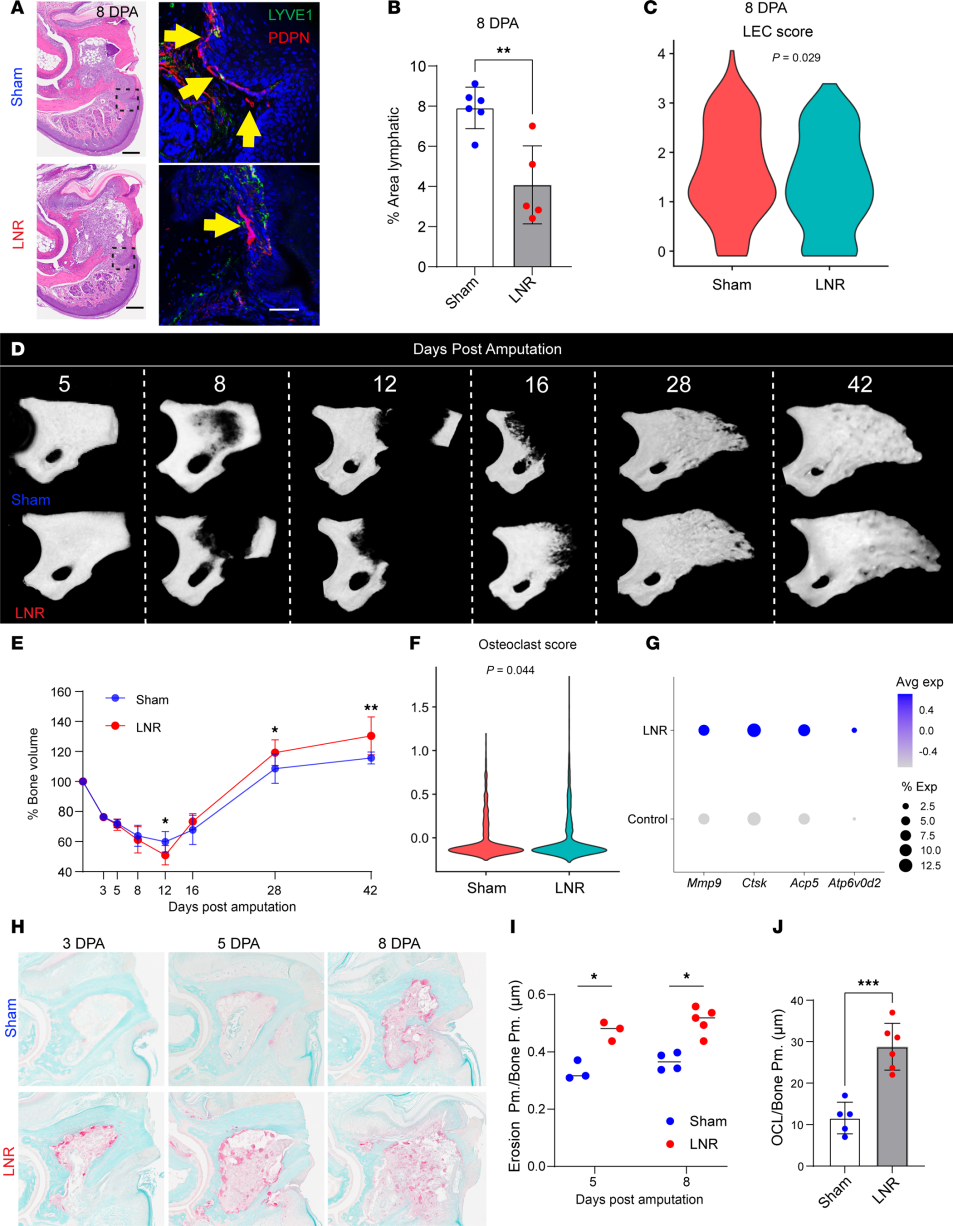
LNR enhances bone regeneration during digit tip repair. (**A**) Immunofluorescence staining for lymphatic markers (LYVE1 and PDPN) in sham and LNR digits at 8 DPA showing a marked reduction in lymphatic vessel density in LNR samples (yellow arrows). (**B**) Quantification of lymphatic area reveals a significant decrease in lymphatic coverage in LNR digits compared with sham controls (*P* < 0.01; mean ± SD, Student’s *t* test). (**C**) Violin plot showing reduced lymphatic endothelial cell (LEC) score in LNR samples relative to sham controls (*P* = 0.029). (**D**) Representative longitudinal micro-CT reconstructions of sham (top) and LNR (bottom) digits at 5, 8, 12, 16, 28, and 42 DPA. (**E**) Quantification of bone volume over time demonstrates accelerated bone regrowth in LNR digits (*P < 0.05, **P < 0.01; *n* = 4–12 digits/group). (**F**) Violin plot showing elevated osteoclast scores in LNR digits (*P* = 0.044). (**G**) Dot plot of osteoclast-related gene expression (*Mmp9*, *Ctsk*, *Acp5*, *Atp6v0d2*) showing higher expression in LNR versus control samples. (**H**) TRAP staining of P3 bones at 3, 5, and 8 DPA illustrating increased osteoclast activity in LNR digits. (**I**) Quantification of osteoclast-mediated bone erosion at 5 and 8 DPA (*P* < 0.05). (**J**) Quantification of osteoclast number at 8 DPA (**P < 0.001). Data are shown as mean ± SD, and significance was determined using Student’s *t* test.

# Supplementary material for: Targeting lymphatic vessels enhances bone regeneration by augmenting osteoclast activity in mouse models of amputation
**Source:** J Clin Invest. 2026 Feb 2;136(3):e191906. doi: 10.1172/JCI191906
**Supplement:** Supplemental data

## Supplementary figures and tables:

**Figure S1. Dynamic pattern of lymphangiogenesis during mouse digit tip regeneration.**

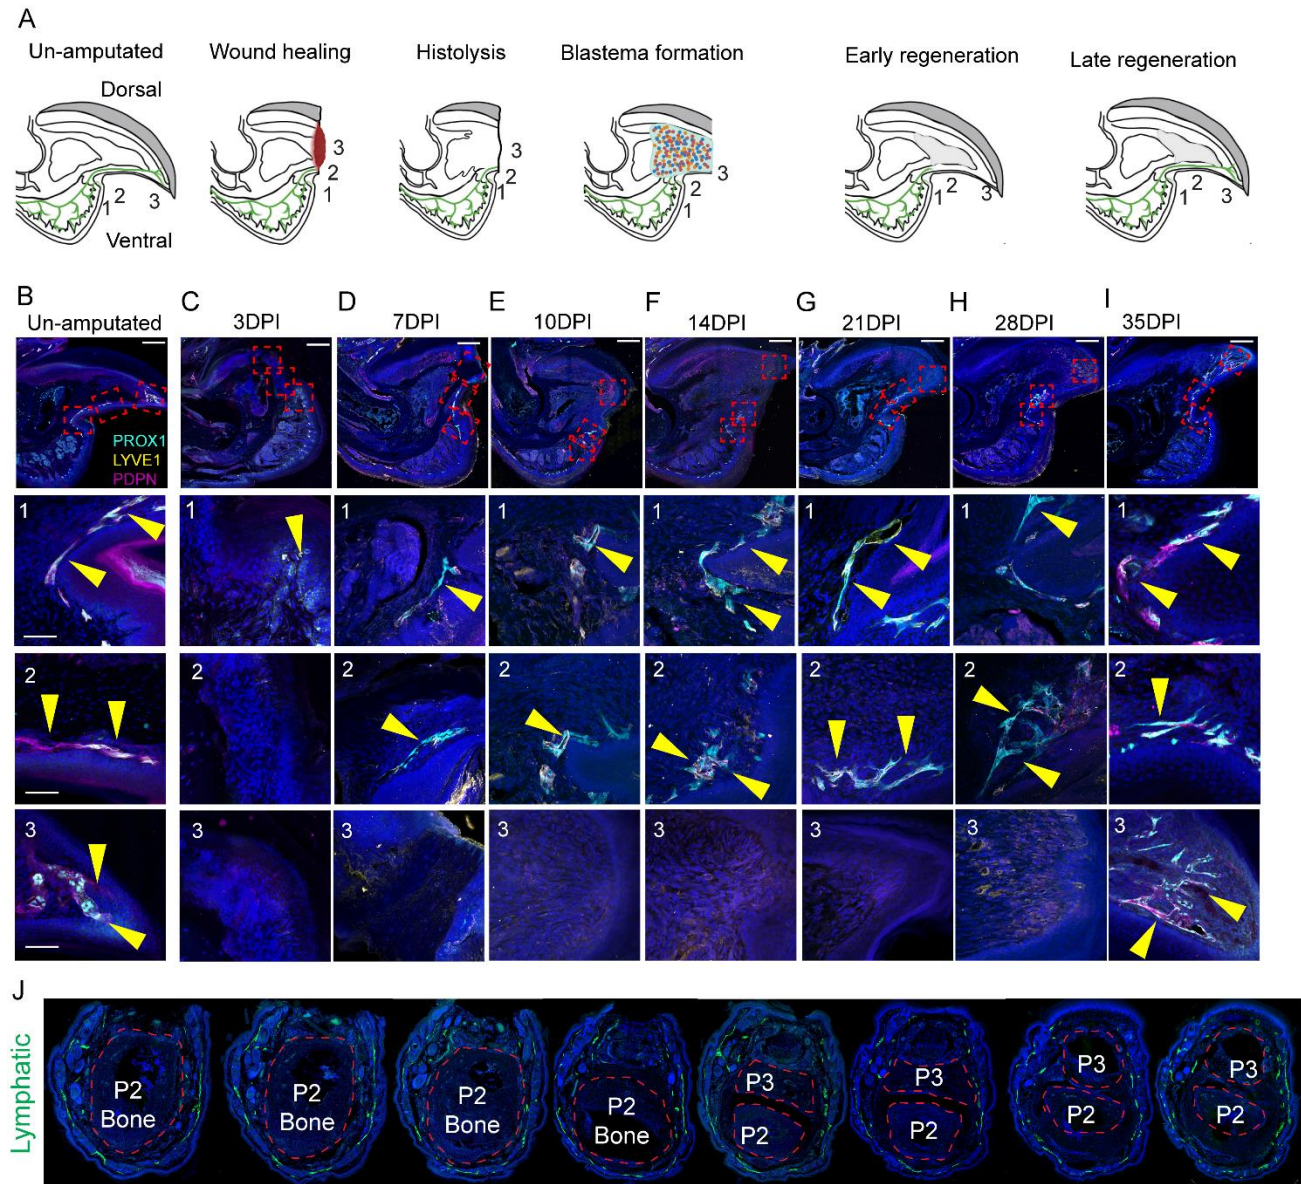

**(A)** Schematic illustration of lymphatic vessel distribution in the unamputated digit and throughout the regenerative stages following distal amputation. Green lines indicate lymphatic vessels, and numbers (1–3) correspond to regions along the ventral digit analyzed in panels B–I. **(B–I)** Representative longitudinal sections from *Prox1-eGFP* reporter digits immunostained for lymphatic markers LYVE1 (Yellow) and PDPN (Magenta) and counterstained with DAPI (blue) at indicated days post-injury (DPI). **(B)** Unamputated digits show lymphatic vessels confined to the ventral dermis. **(C–E)** By 3–10 DPI, lymphatic sprouts emerge at the ventral wound margin (arrowheads). **(F–H)** During the early and mid-regenerative phases (14–28 DPI), lymphatic vessels expand and remodel around the regenerating mesenchyme and near the bone stump, remaining restricted to soft tissue. **(I)** At 35 DPI, a mature, organized lymphatic network is re-established along the ventral side of the regenerated digit. Magnified insets (rows 1–3) correspond to the numbered ventral regions in schematic (A); yellow arrowheads highlight PROX1<sup>+</sup>/LYVE1<sup>+</sup>/PDPN<sup>+</sup> lymphatic structures. Scale bars: upper panels, 200  $\mu$ m; lower panels, 100  $\mu$ m. **(J)** Transverse cross-sections through unamputated digit showing lymphatic vessels (PROX1<sup>+</sup>/LYVE1<sup>+</sup>/PDPN<sup>+</sup>) within the ventral side of digit. Some of the images in this figure also appear in Figure 1. To visualize the entire ventral region, certain magnified panels include overlapping areas from adjacent fields

**Figure S2. Osteoclast differentiation and activity during regenerative versus non-regenerative digit healing.**

Fig.S2

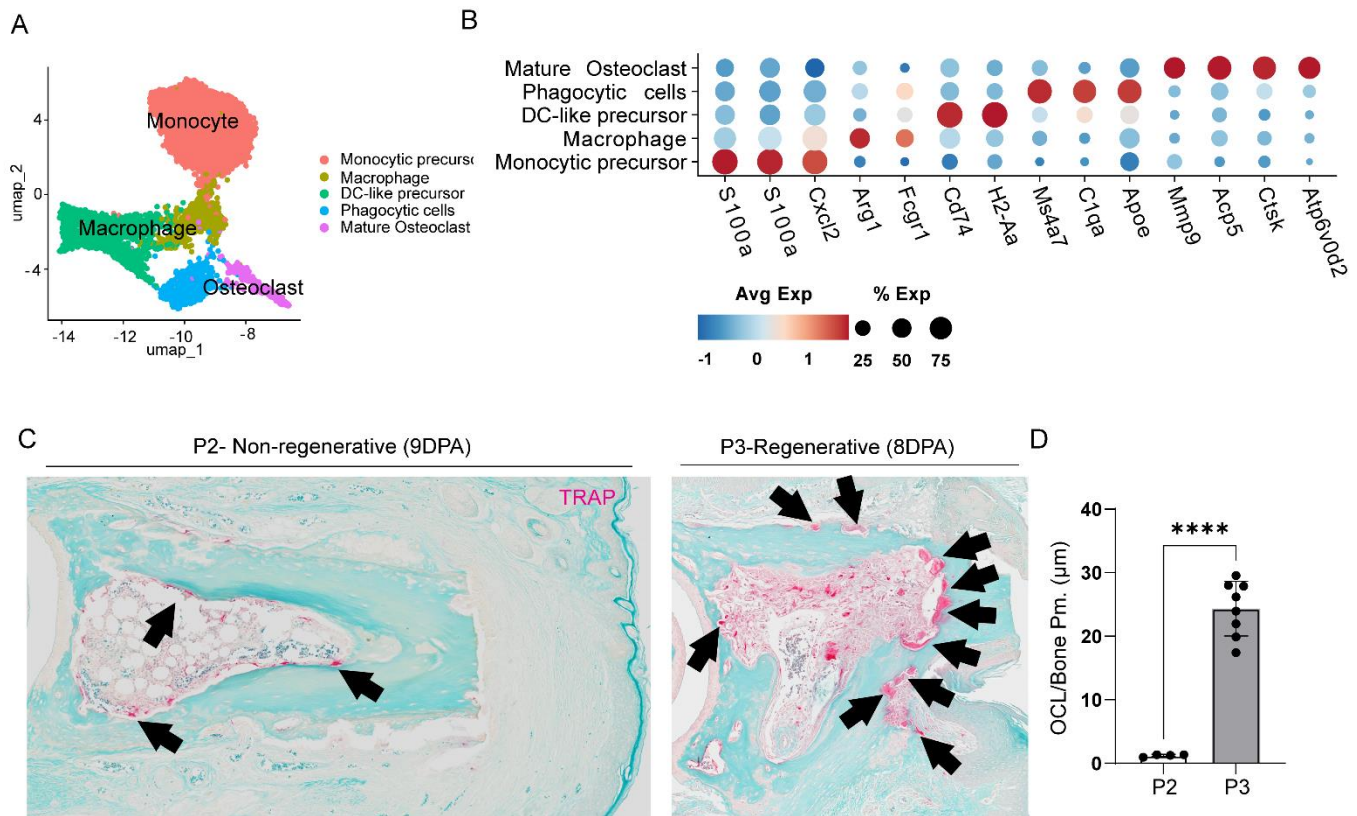

**(A)** UMAP of myeloid lineage clusters from single-cell RNA-seq of regenerating digit tissue identifies distinct populations of monocytic precursors, macrophages, dendritic-like precursors, phagocytic cells, and mature osteoclasts. **(B)** Dot plot shows unique gene expression across identified clusters. **(C)** TRAP staining of longitudinal sections from non-regenerative (P2) and regenerative (P3) digits at 8–9 DPA. **(D)** Quantification of osteoclast surface per bone perimeter (OCL/Bone Pm) demonstrates a significant increase in osteoclast activity in regenerating P3 digits compared with non-regenerative P2 digits (\*\*\*\*  $P < 0.0001$ , unpaired two-tailed t-test).

**Figure S3. Inhibition of VEGFR3 increases osteoid formation during digit tip regeneration.**

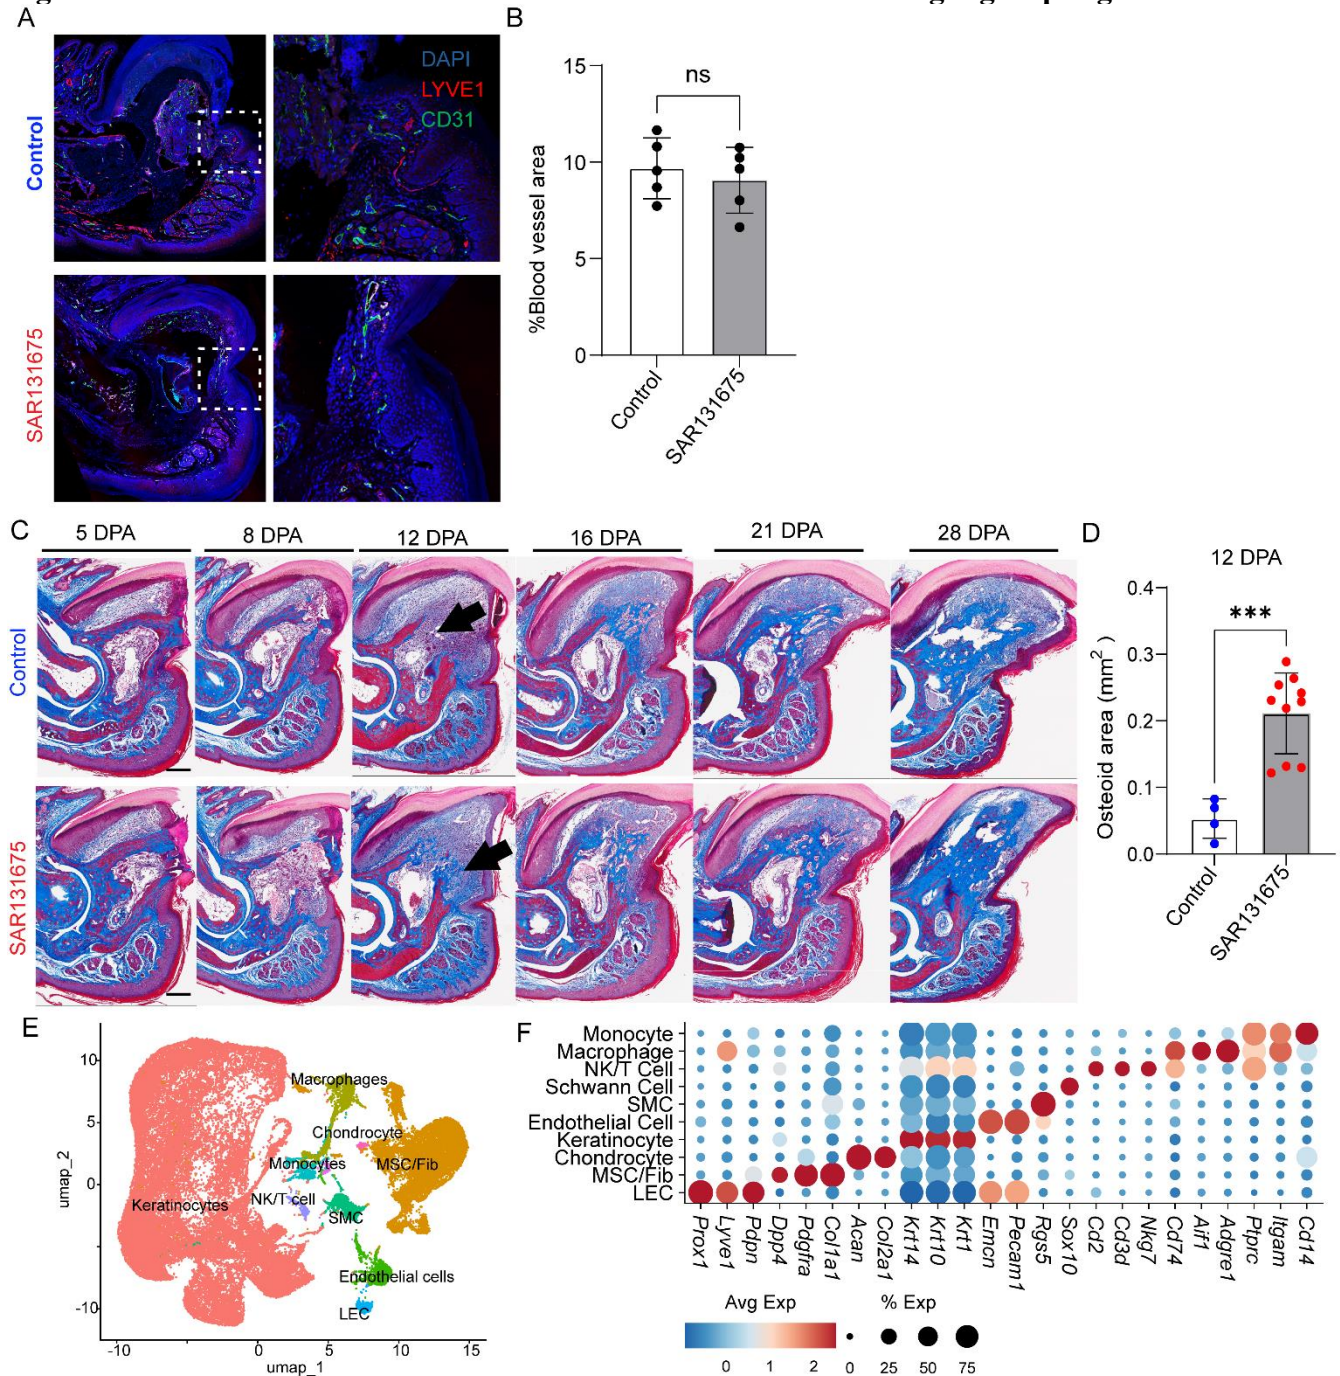

**(A)** Immunofluorescent staining for LYVE1 (red) and CD31 (green) in control and SAR131675-treated digits at 8 DPA. **(B)** Quantification of CD31<sup>+</sup> blood vessel area at 8 DPA shows no significant difference between control and SAR131675-treated groups, indicating that VEGFR3 inhibition selectively affects lymphatic, not blood, vasculature. Data represent mean  $\pm$  SD; Student's t test; ns, not significant. **(C)** Representative longitudinal sections stained with Masson's Trichrome, at multiple time points (5–28 DPA) in control and SAR131675-treated digits. Arrows highlight regions of prominent osteoid deposition at 12 DPA. Scale bars, 200  $\mu$ m. **(D)** Quantification of osteoid area at 12 DPA demonstrates a significant increase in SAR131675-treated digits compared with controls, suggesting that inhibition of lymphangiogenesis promotes early osteoid formation. Data represent mean  $\pm$  SD; Student's t test; \*\*\*  $p < 0.001$ . **(E)** UMAP visualization of single-cell RNA-seq data from regenerating digit tissue at 8 DPA. **(F)** Dot plot showing cell type-specific expression of unique genes across major clusters.

**Figure S4. Gating strategies used for CyTOF analysis of immune cells from mice fed with the VEGFR3 inhibitor SAR131675 or a control diet.**

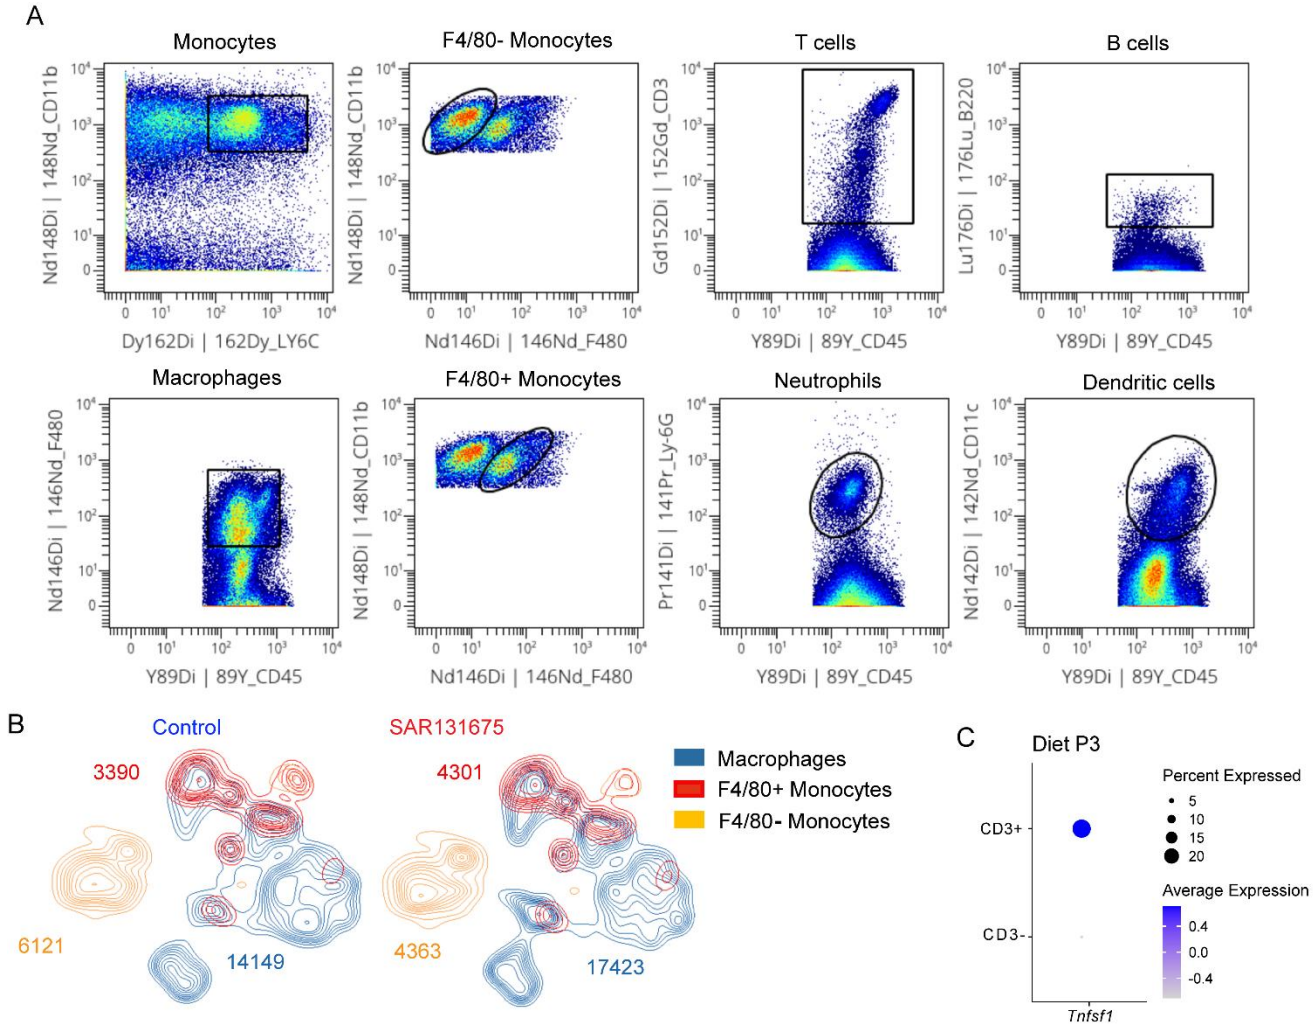

**(A)** Representative gating strategy used to identify major immune cell populations in regenerating digit tissue at 5 DPA. Monocytes were gated as CD11b<sup>+</sup>Ly6C<sup>+</sup> cells, macrophages as CD45<sup>+</sup>F4/80<sup>+</sup> cells, and neutrophils as CD45<sup>+</sup>Ly6G<sup>+</sup>CD11c<sup>-</sup> cells. Dendritic cells were defined as CD45<sup>+</sup>CD11c<sup>+</sup>, T-cells as CD45<sup>+</sup>CD3<sup>+</sup>, and B cells as CD45<sup>+</sup>B220<sup>+</sup>. Subgating of F4/80<sup>+</sup> populations distinguished F4/80<sup>+</sup> monocytes and F4/80<sup>-</sup> monocytes for downstream analysis. **(B)** SPADE maps comparing control (blue) and SAR131675-treated (red) digits highlight increased frequencies of macrophages and F4/80<sup>+</sup> monocyte subsets following VEGFR3 inhibition. Numbers indicate relative cell counts for each cluster. **(C)** Dot plot showing *Tnfsf1* expression (encoding TNF ligand superfamily member 1) within CD3<sup>+</sup> T-cells versus CD3<sup>-</sup> populations from diet-treated digits, illustrating upregulation of *Tnfsf1* in the T-cell compartment.

**Figure S5. Osteoid formation accelerated after LEC ablation.**

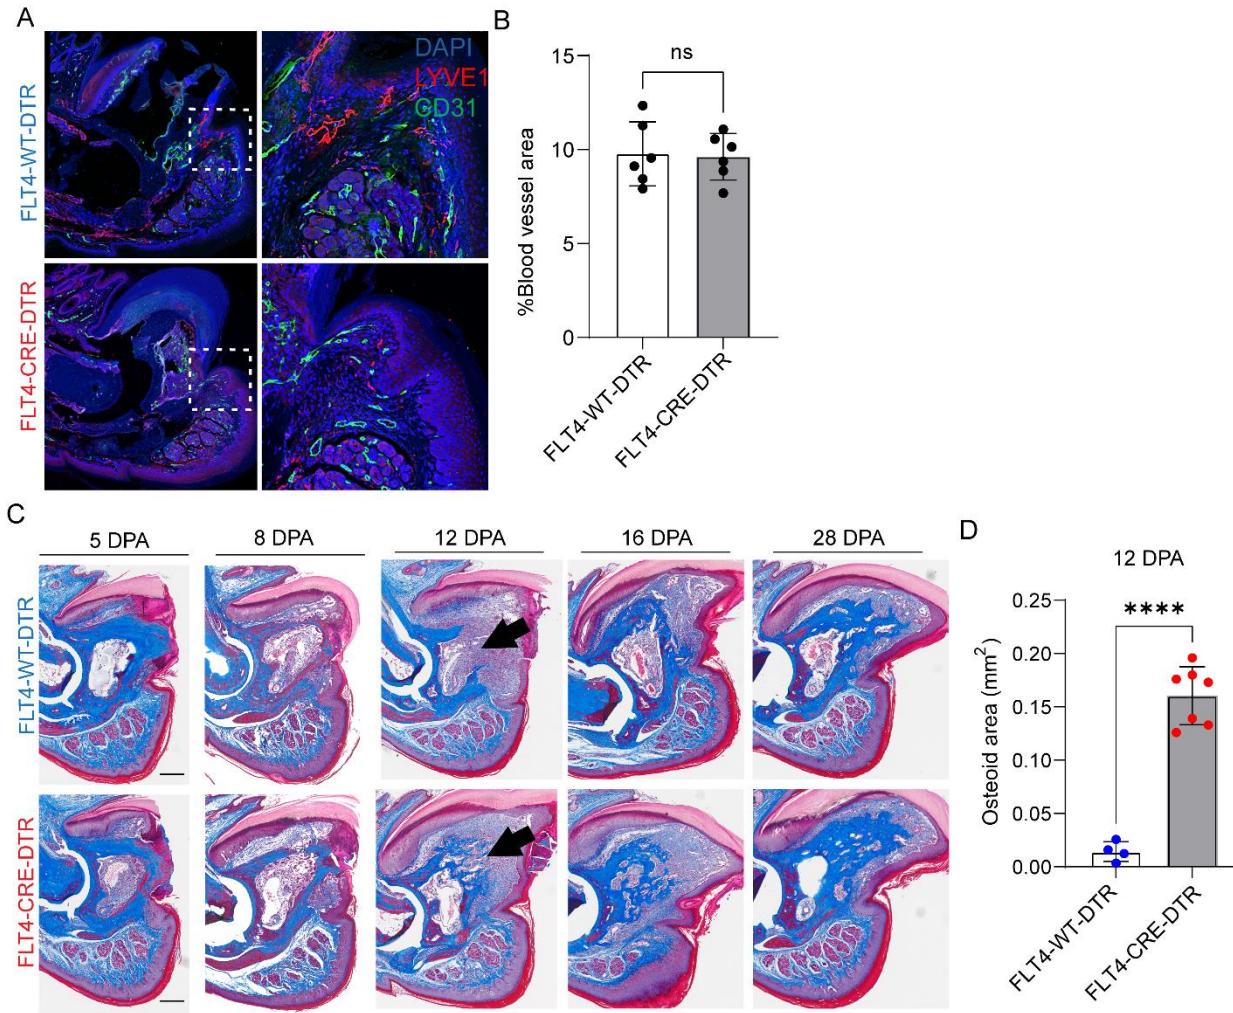

**(A)** Immunofluorescent staining for blood vessel marker CD31 (green) and lymphatic marker LYVE1 (red) in control and *Flt4Cre<sup>ERT2+</sup>; iDTR+* digits at 8 DPA shows intact blood vasculature in both genotypes. **(B)** Quantification of blood vessel area reveals no significant difference between control and *Flt4Cre<sup>ERT2+</sup>; iDTR+* digits. **(C)** Representative Trichrome-stained longitudinal digit sections at indicated time points (5, 8, 12, 16, and 28 DPA) showing increased osteoid deposition (black arrows) in *Flt4Cre<sup>ERT2+</sup>; iDTR+* digits compared to controls at 12 DPA. Scale bar: 200  $\mu$ m. **(D)** Quantification of osteoid area at 12 DPA shows a significant increase in *Flt4Cre<sup>ERT2+</sup>; iDTR+* digits relative to controls (mean  $\pm$  SD; \*\*\*\* $p$  < 0.0001, Student's *t* test).

**Figure S6. Impact of genetic *Vegfr3* deficiency on osteoclast activity and digit tip regeneration.**

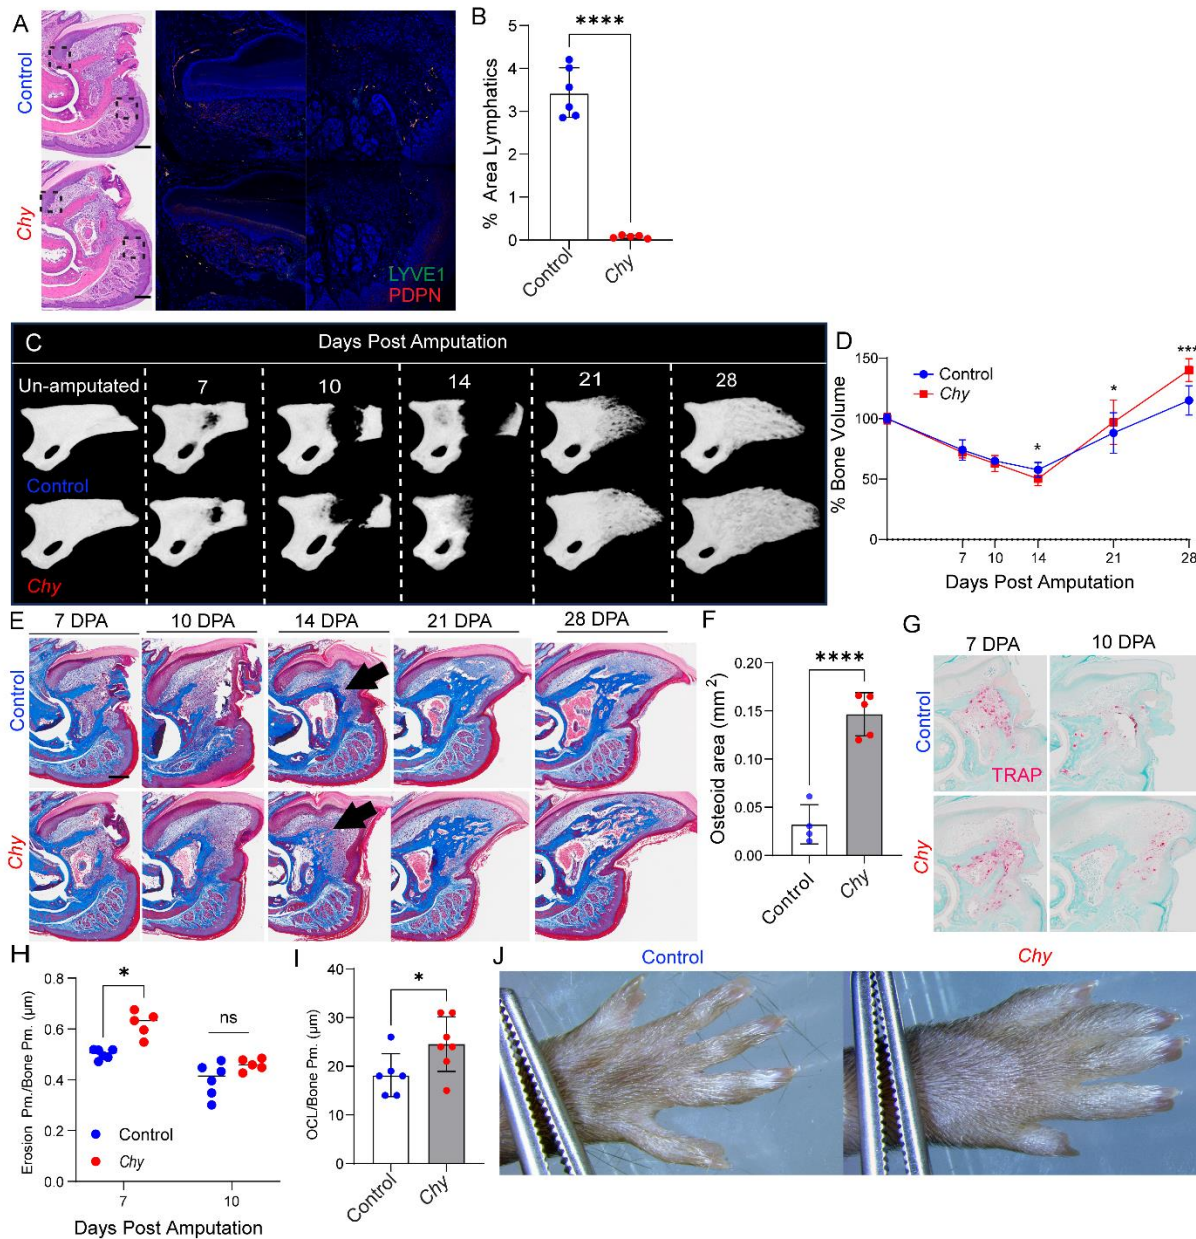

**(A)** Representative H&E and immunofluorescent images of digits from *Chy* (*Vegfr3*<sup>+/-</sup>) and control mice showing markedly reduced lymphatic vessel formation, as indicated by LYVE1 and PDPN staining. Scale bar: 200  $\mu$ m. **(B)** Quantification of LYVE1+ lymphatic area confirms a significant reduction in lymphangiogenesis in *Chy* digits compared to controls (mean  $\pm$  SD; \*\*\*\*p < 0.0001, Student's *t* test). **(C)** Representative longitudinal  $\mu$ CT images showing regenerative progression in control and *Chy* digits at the indicated days post-amputation. **(D)** Quantification of bone volume reveals a transient acceleration in bone resorption in *Chy* mice during early stages, followed by accelerated bone regrowth at later stages (mean  $\pm$  SD; \*p < 0.05, \*\*\*p < 0.001). **(E)** Representative Trichrome-stained longitudinal digit sections showing increased osteoid deposition (Black Arrow) in *Chy* digits compared to controls, especially at 14 DPA. Scale bar: 200  $\mu$ m. **(F)** Quantification of osteoid area at 14 DPA demonstrates a significant increase in *Chy* digits (\*\*\*\*p < 0.0001). **(G)** TRAP-stained sections at 7 and 10 DPA showing enhanced osteoclast activity in *Chy* digits. **(H-I)** Quantification of osteoclast-mediated erosion perimeter (H) and osteoclast number per bone perimeter (I) showing increased osteoclastic activity in *Chy* digits during early regeneration (mean  $\pm$  SD; \*p < 0.05). **(J)** Bright-field images of whole hind paws showing normal appearance in control mice and lymphedematous morphology in *Chy* mice.

**Figure S7. Lymph node removal enhances osteoid formation and accelerates bone regeneration through osteoclast activation.**

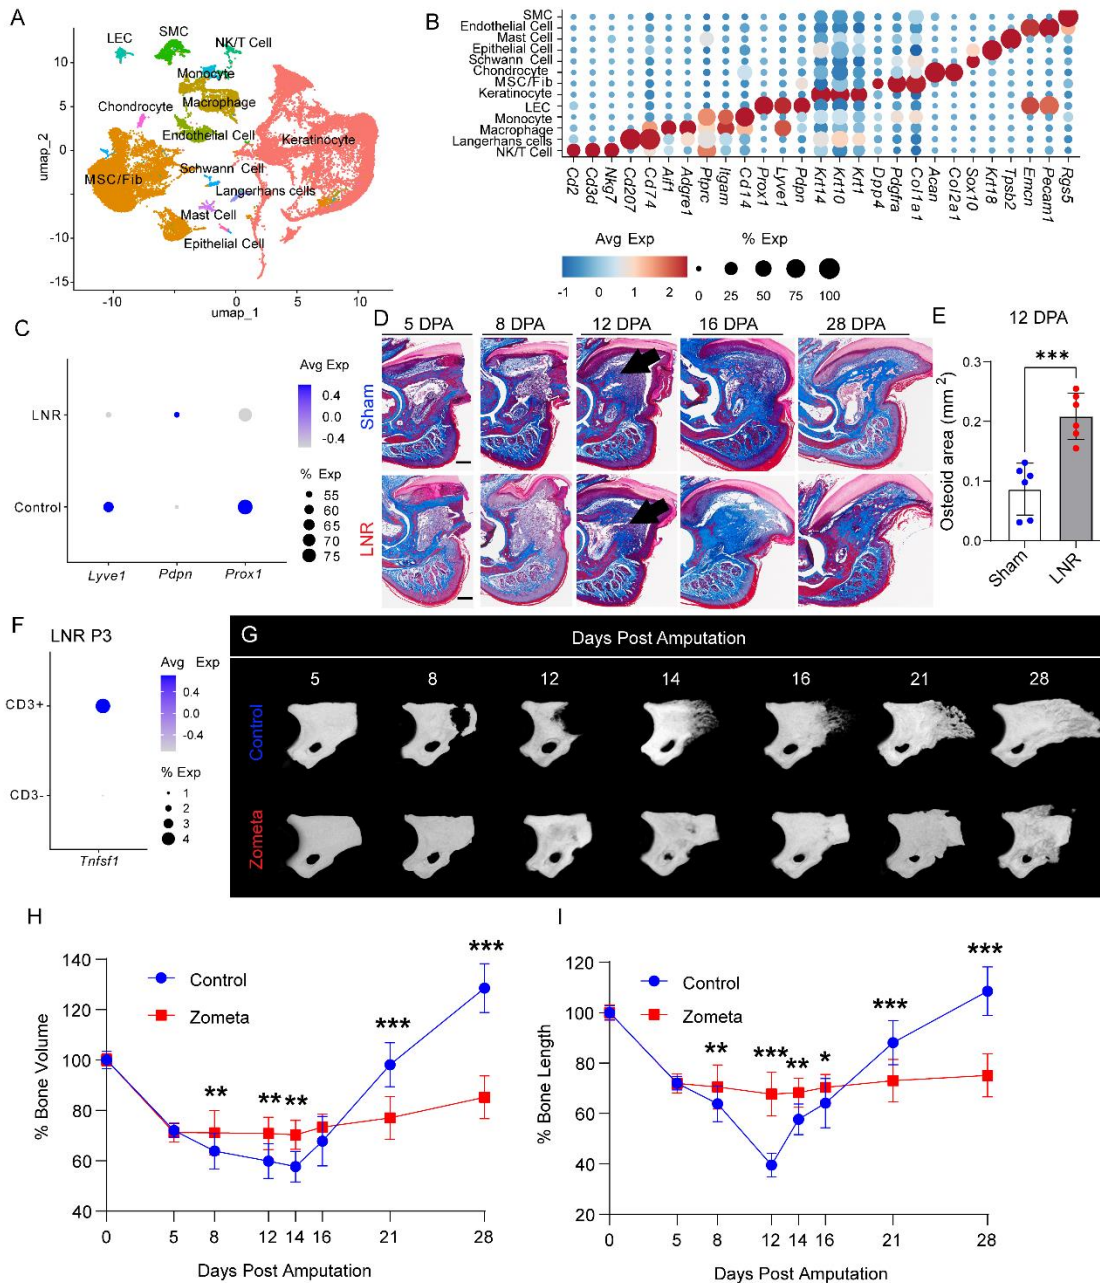

**(A)** UMAP visualization of single-cell transcriptomic data showing distinct cellular clusters. **(B)** Dot plot showing expression of selected marker genes for major identified cell types. **(C)** Dot plot comparing the expression of lymphatic markers (*Lyve1*, *Pdpn*, *Prox1*) between LNR and control digits, confirming reduced lymphatic signature following lymph node removal. **(D)** Trichrome staining of longitudinal digit sections from sham and LNR mice at 5, 8, 12, 16, and 28 DPA, showing increased osteoid formation in LNR. **(E)** Quantification of osteoid area confirms a significant increase in bone matrix deposition in LNR digits compared with sham control digits at 12 DPA (\*\* $p < 0.001$ ). **(F)** Dot plot showing increased *Tnfsf11* (RANKL) expression in CD3<sup>+</sup> T-cells in LNR P3 digits at 8 DPA. **(G)** Representative longitudinal micro-CT reconstructions of control and Zometa-treated digits at 5–28 DPA showing impaired bone remodeling after osteoclast inhibition. **(H-I)** Quantification of bone volume **(H)** and bone length **(I)** over the regenerative timeline demonstrates that Zometa treatment significantly reduced bone resorption and delayed bone regrowth (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ ;  $n = 6-8$  digits/group; mean  $\pm$  SD; Student's *t* test).

**Table S1. Top 30 genes used to calculate LEC and osteoclast scores.**

| Score       | Genes    |           |
|-------------|----------|-----------|
| LECs        | Cldn5    | Sdpr      |
|             | Mmrn1    | Podxl     |
|             | Ccl21a   | Clic5     |
|             | Lyve1    | Pard6g    |
|             | Flt4     | Galnt18   |
|             | Prox1    | Ttc9      |
|             | Reln     | Icam2     |
|             | Ntn1     | Kank3     |
|             | Nts      | Prelp     |
|             | Pcsk6    | Lbp       |
|             | Sema3d   | Palm      |
|             | Sh3gl3   | Map4k2    |
|             | Slc45a3  | Fxyd6     |
|             | Gpm6a    | Pvrl2     |
|             | Dmtn     | Clu       |
| Osteoclasts | Acp5     | Shtn1     |
|             | Gpr137b  | Matk      |
|             | Ccl9     | Tnfrsf11a |
|             | Slc37a2  | Adrbk2    |
|             | Csflr    | Ocstamp   |
|             | Clec4a2  | Mfsd12    |
|             | Atp6v0d2 | Cyp2s1    |
|             | Atp6v1b2 | Fam195a   |
|             | Tcirg1   | Tfrc      |
|             | Pstpip1  | Nudt22    |
|             | Bdh2     | Gnptab    |
|             | Chchd10  | Arsb      |
|             | Mmp9     | Snx10     |
|             | Slc9b2   | Ctsk      |
|             | Clec12a  | Ckb       |

How the deposited data were processed for this re-analysis (not part of the article)

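Single-cell libraries of regenerating mouse digits were analyzed from 2 experiments, SAR131675 chow against control chow and LNR against sham, with 1 library per condition and the digits of 10 mice pooled in each. The authors deposited raw UMI counts per gene and barcode, made by Cell Ranger 6.1.2 for the LNR pair and Cell Ranger 8.0.1 for the SAR131675 pair, over 33696 genes, with no barcode under 500 UMIs. The paper's text and the sample labels do not name the genome build, so no coordinates are given. Depth per library and the number of cells kept are given at the introduction of each experiment.

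Cells were kept with at least 200 genes, at most 10% mitochondrial UMIs, at most 5500 genes and at most 30000 UMIs, the limits the methods state for the LNR data and which were used for both pairs. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, leaving out the genes of Supplemental Table 1 and the genes compared, gave 30 principal components and a graph of 20 neighbors, clustered by the Leiden method at resolution 0.7. The paper's SCTransform and Harmony steps were not repeated. Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

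Clusters were named by marker lists fixed before the data were examined. The scoring rule was not fixed then, and it was chosen after other forms of the score and the cell numbers of the clusters in each library had been looked at. A class score averaged the scaled cluster means of its markers, and a cluster was named at a score of at least 0.3, with every other class below 0.75 of it, at least 3 markers found in at least 5% of its cells, and no other class with more markers among its 10 leading genes by fold, computed with 10 CPM added. A cluster of 717 SAR131675 and 637 control diet cells was left without a name although it met these limits, with a fibroblast score of 0.52. A first score limit of 0.4 was lowered to 0.3 so that keratinocyte layers were named. Gene levels and scores were computed only after this, but the cell numbers behind the shares of cells had been seen. Clusters that mixed classes counted as myeloid when they had more myeloid markers among their 10 leading genes than those of any other class. A repeat clustering of the immune clusters was also chosen after seeing that monocytes formed no cluster of their own, and its resolution of 0.7 after looking at 0.7 and 1.2. The monocyte-like, dendritic-like and other names from it are used only where stated, and the remaining classes come from the clustering of all cells.

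Gene levels are CPM over the summed UMIs of a class. Scores are the mean log-normalized expression of a list minus that of 100 control genes per gene drawn from 24 expression bins. Symbols of 5 genes in the lists were matched under the names the files use. Intervals at 95% are Clopper-Pearson for shares, exact Poisson for summed UMIs and exact conditional for log2 ratios. They treat UMIs or cells as independent and cover counting error only, so a gene carried by few cells varies more than they show. The medians of lists were set against 10000 random lists of genes matched on summed UMIs, over genes with at least 10 UMIs and with 0.5 added to each sum. Besides every gene the paper names for these data, genes were named by size, the 5 largest rises and the 5 largest falls shared by both experiments among genes with at least 100 UMIs in each pair, in myeloid cells and in all kept cells. Genes and cell classes outside this rule, such as Ptprc, the dendritic-like and osteoblast-like cells and the markers Ocstamp, Dcstamp and Calcr, were singled out after values were seen. No test across samples was made, since each condition has 1 library.

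Doublets were left in for the main values. As an alternative, Scrublet as implemented in scanpy was run per library with an expected rate of 0.8% per 1000 cells and called 4.67% of SAR131675 cells, 0.903% of control diet cells, 7.41% of LNR cells and 7.22% of sham cells, so that its removal was unequal within the SAR131675 pair. There the called share was far below the expected rate, and called SAR131675 barcodes had a lower median depth than the others, so that most doublets are left in. In LNR and sham, 15.9% and 16.5% were expected, so many doublets are left in there too. Other alternatives changed the limits on cells, the resolution, joint against separate clustering, the definition of each cell class, the control genes, the depth, the denominator of shares and the barcodes that hold markers of many cell classes. The log2 ratios, intervals and list percentiles were tested on simulated counts with 200 genes changed 2-fold. These counts were drawn under the Poisson model that the intervals assume. For the SAR131675 pair, with 15694 genes, 95.8% of intervals held the true value and 92.5% of changed genes were recovered. For the LNR pair, with 12883 genes, these were 95.9% and 88%. Such coverage follows from the shared model and does not test genes carried by few cells. The simulated sums were also larger than those of LEC-like or CD3+ cells. Recovery at the depth of these classes, or of changes below 2-fold, was not tested. The CyTOF, staining and micro-CT data and the other scRNA-Seq dataset cited in the methods were not analysed here.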

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

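The tests on the number of cell classes, on skin, on keratinocyte-like shares and on Tnfsf11 within osteoblast-like cells were chosen only after their results had been seen, as were the conditions under which the tests of doublets among dendritic-like cells count as undecided. Every pattern in this part compares single libraries that are also single batches, so a batch difference cannot be told apart from the treatment or the surgery.

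A cluster of the LNR pair was almost without LNR cells, a difference in barcodes the paper does not report on. It held 388 sham barcodes, 1.88% of the library (1.70% to 2.07%), and 5 LNR barcodes. RNA of many cell types under the same barcode is a candidate explanation. The sham barcodes had UMIs of at least 2 markers for a median of 9 of 21 cell classes, against 2 in 2325 other sham cells of like depth, and over 8246 genes their summed profile had a correlation of 0.978 with that of all other sham cells. Doublets of a pair of cells are argued against by that number of classes. Of the sham barcodes in the cluster, 1.55% were called doublets (0.570% to 3.34%) against 7.22% of the whole library, where called barcodes had a higher median depth than the others. These calls decide nothing by the condition used for dendritic-like cells below, because 16.5% were expected, so many doublets were not called. More skin in the sham pool is argued against too, since the share of keratinocyte-like cells had a log2 ratio, LNR against sham, of -0.16 (-0.20 to -0.11), where that of this cluster was -6.22 (-7.85 to -4.98). A test of free hair RNA by the 10 leading genes, with a median log2 ratio of -0.55 for sham against LNR in other cell types, decides nothing, because these genes were picked from the cluster itself, with the barcodes of both libraries pooled. Whether the mixed RNA was free RNA or came from clumps of cells, a batch difference and an effect of surgery stay open, and none was tested.

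Dendritic-like cells, a class from the repeat clustering of immune cells that the paper does not discuss for its scRNA-Seq data, made up 0.715% of SAR131675 cells and 0.454% of control diet cells, a log2 ratio of 0.66 (0.32 to 1.01). A lower share of keratinocyte-like cells would raise all other classes alike, but among cells that are not keratinocyte-like the LEC-like share had a log2 ratio of -0.43 (-0.68 to -0.17) and the dendritic-like share one of 0.57 (0.23 to 0.92). Doublets cannot be told apart from other causes. The ratio was 0.70 (0.36 to 1.05) among cells not called doublets, which decides nothing, because 4.67% and 0.903% were called where 23.3% and 19.2% were expected, so most doublets stay in. A test that left out barcodes with UMIs of at least 2 markers of a class that is not immune gave -1.01 (-2.39 to 0.27), but it left only 9 of 208 and 15 of 109 cells and decides nothing either. In the LNR pair the ratio was 0.025 (-0.24 to 0.29). An effect of the inhibitor and a difference in how the pools were dissected or dissociated stay open, and neither was tested.

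In the LNR library, osteoblast-like cells held 76.2% (72.3% to 79.9%) of the Tnfsf11 UMIs, against 58.8% (52.9% to 64.6%) in sham, a signal in cells whose Tnfsf11 the paper does not report. More osteoblast-like cells in the library are not the whole cause, since Tnfsf11 within them, at 155 CPM against 102 CPM, had a log2 ratio of 0.61 (0.35 to 0.88). Without the 5 cells with most Tnfsf11 UMIs in each library, the ratio was 0.88 (0.57 to 1.21). This choice uses the compared gene, and it took 57 of 170 sham UMIs but 74 of 382 LNR UMIs. The ratio therefore does not decide whether a few cells carry the difference, although most LNR UMIs lay outside the removed cells. A change in the kind of osteoblast-like cells and an effect of the surgery stay open, and neither was tested.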

How the results depend on the processing

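The alternatives were set before the data were examined, except 17 that were added afterwards. These use the repeat clustering of immune cells, a cluster with neutrophil, monocyte and dendritic cell markers, all kept cells for the lymphatic score and Flt4, or leave out barcodes with UMIs of at least 2 markers of 6 or more cell classes. The naming rule and the repeat clustering were themselves chosen after seeing the data, among them the cell numbers behind the shares. No paired analysis was possible because each condition has 1 library and the results come from no test.

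The LEC-like share, Flt4 and the osteoclast score in the SAR131675 pair and Tnfsf11 in CD3+ cells of the LNR pair stayed lower in the treated library under every alternative run. Their ranges were -0.43 to -0.26, -0.53 to -0.036 and -1.58 to -0.63 in log2 for the share, Flt4 and Tnfsf11, and -0.0216 to -0.00183 for the score. In the SAR131675 pair, the monocyte-like share stayed higher in the treated library, from 0.23 to 1.63 in log2 under the 7 alternatives that count a monocyte-like group, leaving aside a mixed cluster, and Tnfsf11 stayed higher in CD3+ than in other cells under 7 of 7. The lymphatic scores of both pairs, the macrophage-like share and the osteoclast score of the LNR pair changed sign, and the cause was not tested. Without upper limits on genes and UMIs, the lymphatic score difference in the SAR131675 pair was -0.00223, and Tnfsf11 in CD3+ against other cells had a log2 ratio of 5.07. With cells chosen by UMIs of at least 2 LEC markers, the lymphatic score difference was -0.0671 in the SAR131675 pair and 0.0509 in the LNR pair, both reversed, and the log2 ratio of Flt4 was -0.46. Flt4 was found in 36.4% and 42.3% of those SAR131675 and control diet cells, against 80.1% and 80.9% of LEC-like cells. These values therefore also depend on cells outside the LEC-like clusters. Thinned to 1500 UMIs per cell, the lymphatic score difference was -0.0165 in the SAR131675 pair, which is reversed, and -0.0386 in the LNR pair. The osteoclast score difference in the LNR pair was reversed with each library clustered alone, at 0.00231, as a plain mean, at 0.00169, and over all kept cells, at 0.00304. Over all kept cells, the lymphatic score difference was reversed in the SAR131675 pair, at -0.00645, and in the LNR pair, at 0.00299, and the log2 ratio of Flt4 was -0.53.

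Removing called doublets gave a lymphatic score difference of 0.0710, an osteoclast score difference of -0.00750 and a log2 ratio of 0.76 for the monocyte-like share in the SAR131675 pair. Clustering each library alone gave 0.0292 for its lymphatic score difference and log2 ratios of 1.63 for its monocyte-like and -0.32 for its macrophage-like share. Class borders moved there, with 34 control cells monocyte-like in place of 77 and 870 macrophage-like in place of 655. At resolution 1.2, the lymphatic and osteoclast score differences in that pair were 0.0279 and -0.0145, and at 0.4 no monocyte-like group formed, so that share was not run. The plain mean gave a lymphatic score difference of 0.0255, and the osteoclast score difference was -0.0149 without neutrophil-like cells and -0.00183 over all kept cells. With up to 20% mitochondrial UMIs, the lymphatic score difference in the LNR pair was -0.0242, and without barcodes that hold markers of 6 or more classes it was -0.0369. Tnfsf11 in CD3+ against other cells had a log2 ratio of 6.44 with NK/T-like clusters, 6.50 with Cd3e alone and 6.75 with at least 2 UMIs.

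The macrophage-like share had a higher value in SAR131675 under 7 of 9 alternatives and a lower one under 2. It was 0.19 (0.062 to 0.31) at resolution 0.4 and -0.32 (-0.46 to -0.18) with each library clustered alone. Depth limits the LNR values of Tnfsf11 in CD3+ cells, which rest on 14 and 32 UMIs, and the monocyte-like shares, which rest on 116 and 77 cells.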

Differences from the paper's values

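For the main settings, the ratios of shares of cells and the shares of CD3+ cells with Tnfsf11 that can be read from the figures were within 1.5 times of the values here. For LECs and macrophages, with ratios of about 0.85 and 1.17 in the paper, this margin would also pass a small opposite difference. It passed a macrophage-like ratio of 0.801 with each library clustered alone. In the main setting the macrophage-like ratio was 1.03 and the monocyte-like ratio 1.25, both within counting error. Under some alternatives the values were more than 1.5 times apart. With each library clustered alone, the share of monocyte-like cells in SAR131675 was 3.09 times that in the control diet, against about 1.56 times in the paper's Fig. 4A. A Tnfsf11 UMI was found in 30.2% of SAR131675 cells with a Cd3e UMI and 32.4% of those with at least 2 CD3 UMIs, against about 20% in the paper's Supplemental Figure 4C. In LNR, it was found in 6.03% of cells of NK/T-like clusters, 6.25% of cells with a Cd3e UMI and 7.30% of those with at least 2 CD3 UMIs, against about 4% in the paper's Supplemental Figure 7F. The remaining differences are of direction.

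The paper reports a lower lymphatic score and lower lymphatic genes with SAR131675 (Fig. 3F). Here 12 of the 30 genes were lower and 18 higher in LEC-like cells, and the score difference was 0.0233. Of the 9 alternatives set before the data were examined, the score was lower without upper limits (-0.00223), with cells chosen by LEC markers (-0.0671) and with thinned cells (-0.0165), and it was not lower under the other 6. Many of the cells chosen by LEC markers lay outside the LEC-like cluster. Over all kept cells, a setting chosen after seeing the values, 24 of the 30 genes were lower and the score difference was -0.00645.

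The paper reports higher osteoclastogenesis genes in myeloid cells with SAR131675 (Fig. 3G). The score difference here was -0.0163, and no alternative run made it positive. It also depends on the mix of myeloid cells, which differed between the libraries. By CPM, 16 of the 30 genes were higher and 14 lower, and the log2 ratios of Mmp9, Ctsk, Acp5 and Atp6v0d2 were 0.54, 0.20, 0.42 and 0.60, with intervals above 0. Without the cells with UMIs of at least 2 of Ocstamp, Dcstamp and Calcr, a setting chosen after seeing the values, all 4 ratios were negative. That setting took a larger part of these UMIs from SAR131675 than from the control library, so it does not show lower levels in other myeloid cells. In macrophage-like cells alone, the ratio was -0.11 for Ctsk, -0.15 for Acp5 and 0.24 for Atp6v0d2, each within counting error.

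The paper reports reduced LEC gene expression after LNR (Supplemental Figure 7C, with Lyve1, Pdpn and Prox1). In LEC-like cells, Lyve1 and Prox1 were lower here too, with log2 ratios of -0.16 (-0.27 to -0.056) and -0.20 (-0.36 to -0.048), but Pdpn was not, at 0.049 (-0.23 to 0.32). The lymphatic score difference was -0.0337. Over all kept cells, a setting chosen after seeing the values, the ratios were 0.18 (0.13 to 0.22) for Lyve1, -0.019 (-0.16 to 0.12) for Prox1 and 0.28 (0.20 to 0.36) for Pdpn, 22 of the 30 listed genes were higher and the score difference was 0.00299.

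For LNR, the paper reports higher osteoclast scores and higher Mmp9, Ctsk, Acp5 and Atp6v0d2 (Fig. 6, F and G). Of the 30 listed genes, 20 were lower in LNR myeloid cells, and the score difference was -0.000943. It was positive with each library clustered alone (0.00231), as a plain mean (0.00169) and over all kept cells (0.00304), where 19 of the genes were higher and 11 lower by a tally chosen after seeing the values. Acp5 had a log2 ratio of -0.60, Atp6v0d2 of -0.20 and Ctsk of -0.014 in myeloid cells. The differences of Atp6v0d2 and Ctsk were within counting error, and Mmp9 was not lower. All 4 genes had a positive ratio in macrophage-like cells alone. Without myeloid cells that had UMIs of at least 2 of Ocstamp, Dcstamp and Calcr, a setting chosen after seeing the values, Mmp9 had 0.17, Ctsk 0.29, Acp5 -0.094 and Atp6v0d2 -0.22.

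The paper reports higher Tnfsf11 in CD3+ T cells after LNR (Supplemental Figure 7F). The log2 ratio here was -1.34, and none of the 7 alternatives made it positive.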

Other observations

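The tests of the few cells with osteoclast markers and, in the test of free RNA, the division by experiment and gene and the condition that no 5 cells hold more than 50% of the UMIs were chosen only after results had been seen. The comparison in endothelial cells itself was set before its values were seen. For the osteoclast genes, the numbers of cells with several markers were known first, and a first test that chose cells by the genes it compared was followed by one that did not.

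Very few cells had several osteoclast markers. UMIs of at least 4 of 7 were found in 5 SAR131675 and 3 control diet cells and in 4 LNR and 10 sham cells. A candidate explanation for the higher CPM of Mmp9, Ctsk, Acp5 and Atp6v0d2 in SAR131675 myeloid cells is that a few cells carry it. Without the 2 cells in each library with UMIs of at least 2 of Ocstamp, Dcstamp and Calcr, the median log2 ratio of the 4 genes was -0.49 and no interval was above 0. That removal took a larger part of these UMIs from SAR131675 than from the control library. The rise therefore rested on few SAR131675 cells, but lower levels in the rest are not shown. For the lower Acp5 in LNR myeloid cells, the ratio without cells marked by Ocstamp, Dcstamp and Calcr in the same way (3 in LNR and 1 in sham) was -0.094 (-0.28 to 0.093). Without the cells with at least 4 of 7 markers, the values were -0.060 and 0.56, but that choice uses the compared genes and decides nothing. Whether the number of such cells differs between conditions cannot be read from counts this small, and an effect of treatment stays open and untested.

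By the rule of size, Krt16, Hbb-bt, Arg1, Krt6a and Hbb-bs rose in the myeloid cells of both treated libraries, by log2 ratios from 1.15 to 4.10 in the SAR131675 pair and from 1.61 to 1.94 in the LNR pair. In the same cells Krt79, Defb6, 2310046K23Rik, Slurp1 and Spink5 fell, with log2 ratios from -1.42 to -0.84 and from -1.95 to -0.76. Free RNA from other cells is a candidate explanation for Krt16, Krt6a, Hbb-bs and Hbb-bt. In the SAR131675 pair it is argued against, since these genes had a median log2 ratio of -2.00 in endothelial cells. In the LNR pair, Hbb-bs and Hbb-bt rose in endothelial cells too, with a median of 3.23, as free RNA would give, whereas Krt16 and Krt6a had a median of -0.78 there and 1 of their 2 intervals included 0. Against free RNA, which is spread over cells, 5 LNR myeloid cells held 68.5% of the Hbb-bs, 88.5% of the Hbb-bt, 82.9% of the Krt16 and 58.7% of the Krt6a UMIs, so that free RNA cannot be told apart from other causes for the LNR pair. In SAR131675, the 5 leading myeloid cells for each gene held 84.5% of the Arg1, 87.5% of the Krt16, 81.6% of the Hbb-bt, 74.9% of the Krt6a and 64.9% of the Hbb-bs UMIs. These rises thus rest on few cells, and doublets, which were left in, were not tested as a cause. The falls rest on few cells as well, since 5 control diet cells held from 73% to 91.0% of the UMIs of each such gene, and 5 sham cells from 31.5% to 86.4%. An effect of treatment was not tested.

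Over all kept cells, the genes that rose most in both experiments were Saa3, Krtap8-1, Krt33a, Krtap11-1 and Krt87, with log2 ratios from 1.23 to 2.31 for SAR131675 and from 0.95 to 4.25 for LNR. These rises rest on few cells, as 5 cells held from 50.2% to 79.2% of the UMIs of each in SAR131675 and from 51.7% to 98.3% in LNR. Those that fell most were Lce1k, Igll1, Syt4, Lce1j and Lce1h, from -2.85 to -0.92 and from -1.78 to -1.02, and 5 cells held from 29.8% to 75.1% of the UMIs of each in the control diet and from 41.8% to 82.3% in sham. Across 9566 genes in myeloid cells, the log2 ratios of the experiments had a correlation of -0.12, and genes are not independent replicates.

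Cells with a Ptprc UMI, the gene of CD45, which the paper stained at 5 DPA, made up 5.92% of SAR131675 and 5.01% of control diet cells, a log2 ratio of 0.24 (0.13 to 0.35), and 7.97% of LNR and 6.91% of sham cells, a log2 ratio of 0.20 (0.10 to 0.31). The CD3+ share had a log2 ratio of 0.24 (-0.079 to 0.56) in the SAR131675 pair, and Tnfsf11 within CD3+ cells one of -0.31 (-0.70 to 0.087). In the LNR pair, the monocyte-like share had a log2 ratio of 0.82 (0.40 to 1.26) and the osteoblast-like share one of 0.49 (0.25 to 0.73). Tnfsf11 over all kept cells of that pair had a log2 ratio of 0.87 (0.66 to 1.08).

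Barcodes with UMIs of at least 2 markers of 6 or more cell classes made up 1.35% of LNR, 2.73% of sham, 0.929% of SAR131675 and 0.795% of control diet cells. The SAR131675 and control diet libraries shared 348 barcodes and the LNR and sham libraries 130, whereas libraries of different experiments shared at most 3.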
